# Linker histones are fine-scale chromatin architects modulating developmental decisions in *Arabidopsis*

**DOI:** 10.1186/s13059-019-1767-3

**Published:** 2019-08-07

**Authors:** Kinga Rutowicz, Maciej Lirski, Benoît Mermaz, Gianluca Teano, Jasmin Schubert, Imen Mestiri, Magdalena A. Kroteń, Tohnyui Ndinyanka Fabrice, Simon Fritz, Stefan Grob, Christoph Ringli, Lusik Cherkezyan, Fredy Barneche, Andrzej Jerzmanowski, Célia Baroux

**Keywords:** Linker histones, H1, Chromatin, Heterochromatin, Histone methylation, Developmental transitions, Nucleosome occupancy

## Abstract

**Background:**

Chromatin provides a tunable platform for gene expression control. Besides the well-studied core nucleosome, H1 linker histones are abundant chromatin components with intrinsic potential to influence chromatin function. Well studied in animals, little is known about the evolution of H1 function in other eukaryotic lineages for instance plants. Notably, in the model plant *Arabidopsis*, while H1 is known to influence heterochromatin and DNA methylation, its contribution to transcription, molecular, and cytological chromatin organization remains elusive.

**Results:**

We provide a multi-scale functional study of *Arabidopsis* linker histones. We show that H1-deficient plants are viable yet show phenotypes in seed dormancy, flowering time, lateral root, and stomata formation—complemented by either or both of the major variants. H1 depletion also impairs pluripotent callus formation. Fine-scale chromatin analyses combined with transcriptome and nucleosome profiling reveal distinct roles of H1 on hetero- and euchromatin: H1 is necessary to form heterochromatic domains yet dispensable for silencing of most transposable elements; H1 depletion affects nucleosome density distribution and mobility in euchromatin, spatial arrangement of nanodomains, histone acetylation, and methylation. These drastic changes affect moderately the transcription but reveal a subset of H1-sensitive genes.

**Conclusions:**

H1 variants have a profound impact on the molecular and spatial (nuclear) chromatin organization in *Arabidopsis* with distinct roles in euchromatin and heterochromatin and a dual causality on gene expression. Phenotypical analyses further suggest the novel possibility that H1-mediated chromatin organization may contribute to the epigenetic control of developmental and cellular transitions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1767-3) contains supplementary material, which is available to authorized users.

## Background

Linker histones (H1) belong to the major constituents of plant and animal chromatin besides the core nucleosomal histones. H1 variants (collectively referred to as H1 thereafter) appeared early during evolution as lysine-rich, proto-linker histones found in the ancestral eukaryotes such as protists but not Archaea [1]. In contrast to core nucleosomal constituents, H1 form a highly divergent class of histones [1]. H1 typically possesses a tripartite structure conserved across all eukaryotes: it consists of a short and flexible N-terminal tail, a structured globular domain (GH1) which interacts with a nucleosome dyad, and a structurally disordered, lysine-rich (highly basic) C-terminal tail. The C-terminal tail of H1 variants varies in length and composition among isotypes and organisms, conferring their various chromatin compaction potential by interacting with internucleosomal DNA and drawing adjacent nucleosomes together [2, 3]. In animals, several H1 isotypes can coexist in the same cell type playing both redundant and specific roles in chromatin organization [4]. H1 proteins constitute a highly mobile fraction of the animal chromatin; their apparent constitutive presence results from a steady-state level of dynamic binding [5]. H1-mediated higher-order chromatin organization influences RNA polymerase II accessibility, hence gene expression, DNA replication, chromosome segregation, and DNA repair [4, 6–9]. In *Drosophila*, *Neurospora crassa*, and mammalian cells, H1 deposition is part of a crosstalk with the epigenetic landscape, notably DNA methylation [10–12] and histone H3 methylation [12–14]. Given the profound impact of H1 proteins on chromatin organization, it is surprising that H1 depletion is tolerated in some organisms: this is the case of *Tetrahymena*, yeast, fungi, worms [15–19]. However, in mouse and *Drosophila*, it impairs viability [10, 20]. The intrinsic role of H1 in chromatin organization and yet the variable impact of its depletion create an apparent paradox which is difficult to address given the high functional redundancy between variants, particularly in mammalian genomes.

In the plant kingdom, H1 gene variants can be traced back to the earliest land plants [21]. The flowering plant *Arabidopsis thaliana* possesses only three canonical H1 variants, and the reduced number of isotypes makes it suitable for analyzing H1 functions [21, 22]. Two of them, H1.1 and H1.2, are ubiquitous in differentiated shoot and root tissues and are expressed throughout vegetative development. Whether they play distinct or similar roles on chromatin organization is not known. Despite their apparent ubiquitous expression, both variants are evicted at the somatic-to-reproductive cell fate transition and undetectable in the reproductive lineage [23–25]. Unlike in animals where germline-specific H1 variants have been described [26], no gametophyte-specific variants have yet been characterized in plants. H1.1 protein abundance is nevertheless restored in male gametes (Baroux, unpublished and [27]) where it could thus play a sperm cell-specific function, yet to be determined. H1.3, by contrast, is not a routine variant but is specifically incorporated in response to abiotic stresses: this stress-inducible variant is thought to act as a pioneer factor priming transcriptional reprogramming that leads to physiological adaptations [28]. The genomic distribution of H1 variants is widely present along the *Arabidopsis* genome, spanning both heterochromatin and euchromatin chromosomal domains [28, 29]. Specifically, H1.1 and H1.2 are enriched at the 3′ and 5′ ends of transposable elements (TEs) and over gene bodies where its profile is anti-correlated to the transcription and H3K4me3 levels [28]. They are subjected to numerous post-translational modifications with undescribed functions [30]. H1 variants further influence DNA methylation patterns in *Arabidopsis*, primarily but not exclusively, in heterochromatin and in all sequence contexts (i.e., CG, CHG, CHH) [22, 28, 31, 32]. H1-containing nucleosomes are thought to create a barrier to DNA methyltransferases, a structural conflict that can be resolved by the activity of SWI/SNF types of chromatin remodelers [32, 33].

Overall, however, the functional influence of H1 on chromatin organization and function in plants remains elusive, and our understanding of H1 function on cell specification and development is limited. Whereas H1 downregulation by RNAi knockdown in *Arabidopsis* produced pleiotropic phenotypes [22], where possible off-target effects on H1-related proteins cannot be excluded [21], double and triple knockout lines are viable and provide a unique opportunity to investigate the role of H1 during development [28, 31].

Here, we report that H1 has a profound role not only in heterochromatin but also in euchromatin in *Arabidopsis*, which was so far overlooked. It regulates chromatin compaction and organization at the nuclear level, being required for heterochromatin formation and influencing on the spatial distribution of nanoscale, compact domains in euchromatin. Mutant analyses reveal that H1 restricts nucleosome mobility and influences H3K9 acetylation, H3K27, and H3K4 methylation levels. We also show that H1 regulates nucleosome distribution and provides distinct nucleosome density over expressed genes correlating with their expression levels. Interestingly, these nucleosomal states and large-scale chromatin structures mediated by H1 are not epistatic to transcriptional regulation for a vast majority of loci. A small fraction of genes and TEs is, however, H1-sensitive suggesting that chromatin level regulation primes over other transcriptional controls for these loci. Finally, the analysis of mutant and complemented mutant lines unveils a new role of H1-mediated organization during development.

## Results

### H1-deficient *Arabidopsis* lines show deregulation of several developmental transitions

T-DNA insertion mutant alleles for the three *H1* genes were previously introgressed producing double and triple mutants which are viable [25, 28, 31, 32]. This is in contrast to RNAi lines inducing pleiotropic aberrations [22], where possible off-target effects on H1-related genes [21] cannot be excluded. *H1* triple (T-DNA) mutant plants, thereafter called *3h1*, were previously characterized at the molecular level and do not show detectable levels of *H1* transcripts nor H1 proteins [25]. *3h1* appeared at first normal with regular shoot and root apparatus indicating that organogenesis coordinated by the apical meristems are not affected. We investigated the development of *3h1*-mutant plants in further details and noticed subtle phenotypes at developmental transitions. We noticed for example that a large fraction of *3h1* seeds underwent a prolonged dormancy after harvest (Fig. 1a). In addition, *3h1* plants showed precocious induction of flowering (Fig. 1b, Additional file 1: Figure S1), a phenotype which was rescued by the introduction of tagged H1 variants in *3h1* plants (Additional file 1: Figure S1C). We then rationalized that H1 might be implicated in other developmental transitions. To test this hypothesis, we analyzed the formation of lateral roots, root hairs, and epidermal stomata as traits reflecting the cell identity establishment concurrent to organogenesis. In *Arabidopsis*, the specification of lateral root primordia from pericycle founder cells and the differentiation of root hairs from epidermal cells follow a regular pattern modulated by developmental and environmental cues and subjected to epigenetic regulation [34, 35]. Firstly, compared to wild type, *3h1* seedlings produced a higher number of lateral roots per root length unit (Fig. 1c) and a higher density of root hairs (Fig. 1d). Again, both defects were rescued upon complementation with H1.1 and H1.2 transgenes (Fig. 1c, d; Additional file 1: Figure S2A). These observations suggest that H1 is required for proper spatial and temporal control of lateral root and root hair lineage initiation. In addition, the unicellular fate of root hairs was occasionally compromised in *3h1* but not in wild-type plants, with the appearance of multiple nuclei and cell boundaries (Fig. 1e, Additional file 1: Figure S2B). Interestingly, this trait was previously correlated with an unstable epigenetic root hair cell fate in mutants impaired in *Polycomb*-group Repressive Complex2 (PRC2)-based chromatin regulation [36].

**Fig. 1:**
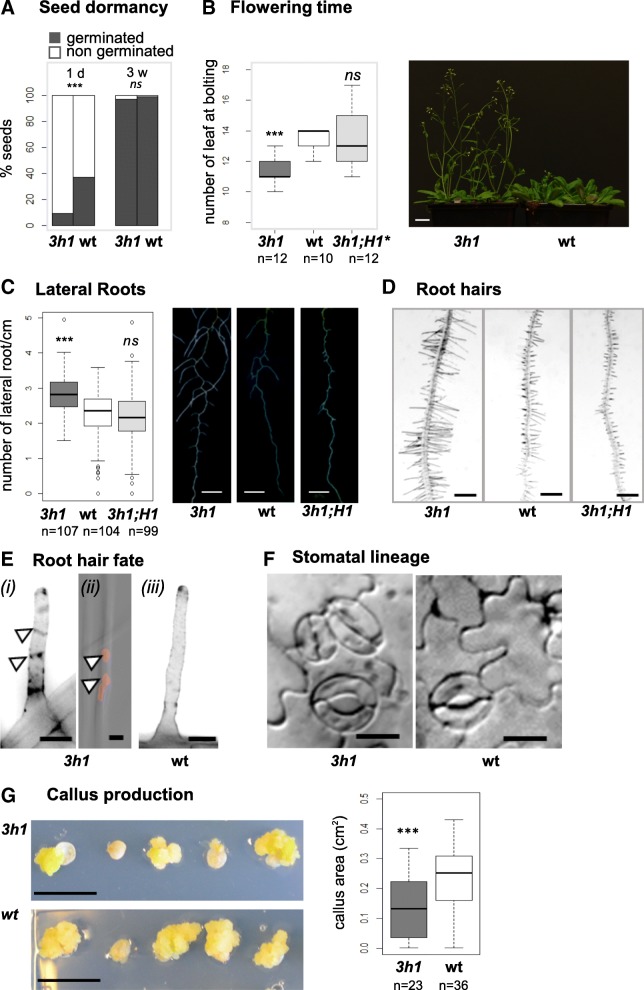
H1 depletion relaxes the epigenetic control of several developmental and cellular transitions. *3h1* mutant plants show a relaxed control of seed dormancy (**a**), flowering time (**b**), lateral root formation (**c**), root hair density (**d**), root hair fate (**e**), stomatal spacing (**f**), and are impaired in callus production in vitro. *3h1* shows, compared to wild-type **a** prolonged dormancy, i.e., lower germination rate 1 day post-harvest but alleviated 3 weeks post-harvest, **b** early flowering measured by the number of rosette leaves at bolting (*n* = number of plants analyzed in this replicate; more experiment replicates are shown in Additional file 1: Figure S1), **c** increased number of lateral roots (eight DAG seedlings), **d** increased root hair density (scale bar, 200 μm), **e** occasional multi-cellular root hairs showing visible cell walls (arrows) in *Renaissance* staining (i, iii) compared to in wild-type and additional nuclei in DAPI counterstaining (ii: arrows, red; additional examples and comments are presented in Additional file 1: Figure S2; scale bar, 10 μm), **f** stomatal complexes with reduced spacing (adaxial cotyledon epidermis; see Additional file 1: Figure S2 for additional examples and quantifications; scale bar, 20 μm), and **g** decreased callus size produced from excised cotyledons in vitro (scale bar, 1 cm). Wild-type segregants (wt) were compared with triple mutant tissues/seedlings (*3h1*) and, whenever indicated, with complemented lines expressing H1.1 and H1.2 variants only (*3h1*; H1) or all three H1 variants (*3h1*; H1*)*.* Statistical tests (**a**, **b** Welch *t* test; **c** Fisher exact test) were performed against wt replicates, ***p < 0.001; ns, not significant

Secondly, we noticed that stomata patterning in the epidermis of cotyledons was altered in *3h1* with a higher occurrence of high-degree (tertiary and quaternary) clusters, associated with complex arrangements, collated stomata, or atypical division patterns in early stages. These features were not found in the wild type and were restored upon the introduction of H1.1 and H1.2 transgenes (Fig. 1f, Additional file 1: Figure S2C). These observations suggest a loose control by H1 of stomatal spacing presumably involving occasional re-initiation events [37]. Finally, we also tested how *3h1* tissues respond to reprogramming in in vitro culture. We measured a decreased efficiency in callus development compared to the wild type (Fig. 1g), a feature mostly attributed to H1.3 in our complementation experiments (Additional file 1: Figure S3). It was shown before that for efficient leaf-to-callus transition, genome-wide reprogramming of H3K27me3 is a critical step, and in PRC2-mutants callus, development is defective [38].

In summary, we identified defects in seed dormancy control, flowering time control, lateral root initiation, and the fate of root hair as well as guard cells which were previously overlooked in H1-depleted plants. This collectively indicates that linker histones are required for a tight control of developmental and cellular transitions.

### H1 variants are necessary to form compact heterochromatin domains but are dispensable for TE silencing and peripheral positioning of chromocenters

H1.1 and H1.2 variants are largely ubiquitously expressed in plant tissues except in the reproductive lineage [24, 25], while H1.3 is usually not expressed in most cell types [28]. Transient depletion of H1 proteins at the somatic-to-reproductive transition precedes, and probably causes, drastic chromatin changes at the nuclear level [24, 25]. In order to analyze the consequence of H1 depletion on chromatin organization at the cytological scale, we quantified the following parameters in isolated leaf nuclei from *3h1* and compared them to that in wild-type nuclei: number of chromocenters, the relative heterochromatin fraction (RHF) measuring the fraction of chromatin condensed in conspicuous foci or domains [39], and nuclear size informing on the global compaction level of chromatin. These analyses showed that *3h1* nuclei have a stark reduction in heterochromatin content with a RHF of less than 5%, were significantly larger than the wild type and failed to form the typical 6–8 heterochromatic chromocenters (CCs) normally seen in most wild-type somatic nuclei (Fig. 2a, b; Additional file 2: Table S1).

**Fig. 2:**
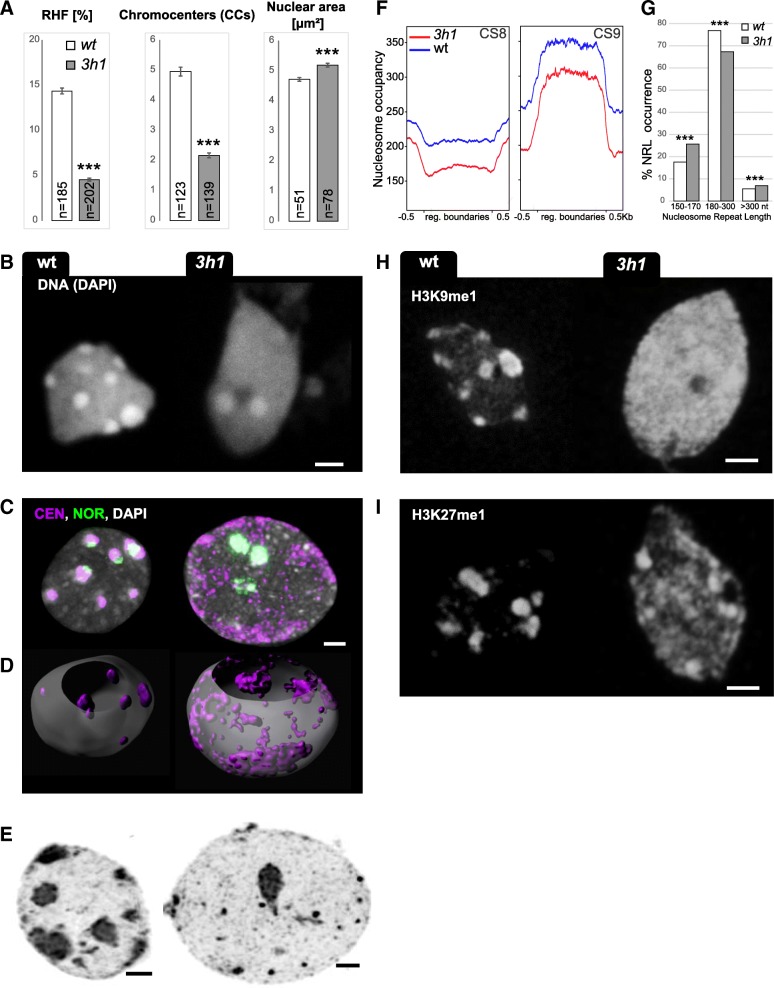
Loss of H1 variants leads to global chromatin decondensation but is dispensable for heterochromatin identity. Cytogenetic (**a**–**e**, **h-i**) and nucleosome profile (**f**, **g**) analyses of chromatin organization in *3h1* triple mutant and wild-type segregant (wt) seedlings. **a** H1 depletion induces a significant reduction of the relative heterochromatin fraction (RHF) and in the number of chromocenters (CCs) as well as an increase in nuclear size (area). ***two-sided *t* test, *p* < 0.001; error bars, standard error to the mean (SEM). Cytological analyses on isolated, spread leaf nuclei: **b** Typical wt and *3h1* nuclei as used in **a**, stained with DAPI. Scale bar, 2 μm. **c** H1 depletion induces a spatial dispersion of the centromeric repeats (CEN, purple) but not of the 45S rDNA, nucleolar organization region repeats (NOR, green) as shown by fluorescence in situ hybridization (FISH). **d** 3D image segmentation of the CEN signals shows that the preferentially peripheral localization of CEN repeats is unaffected in *3h1* nuclei despite their lack of condensation. **e** High-resolution imaging and deconvolution-based reconstruction of *3h1* and wt nuclei. Nanoscopic bodies of condensed chromatin are dispersed throughout the nucleus in *3h1* instead of conspicuous chromocenters as in wt. **f** Nucleosome occupancy is lower in *3h1* heterochromatin, as defined by the chromatin states (CS) 8 and 9 [40]. **g** Distribution of nucleosomal repeat lengths (NRLs) in wt and *3h1*, chi-square test, ***p < 0.0001. **h, i** The heterochromatic marks H3K9me1 and H3K27me1 are not reduced but redistributed in *3h1* nuclei. Scale bar, 2 μm. Isolated leaf nuclei were flow-sorted according to their 2C DNA content (**a**–**e**, **h, i**)

*Arabidopsis* CCs are largely composed of centromeric and pericentromeric transposable element (TE) repeats of the five chromosome pairs, and a subset of two to four CCs comprising ribosomal (rDNA) repeats is associated with the nucleolus [39, 41]. To understand where these repeats were located in the *3h1* nuclei in the absence of conspicuous chromocenters, we carried out 3D fluorescence in situ hybridization (FISH) on intact nuclei embedded in acrylamide gel pads [42]. Centromeric repeats were remarkably dispersed in *3h1*-mutant nuclei, while rDNA repeats were localized in the remaining compact CCs, as in the wild-type nuclei (Fig. 2c). H1 is thus essential for maintaining the structural, compact domains at the (peri-) centromere regions but is dispensable for the heterochromatinization of rDNA repeat loci. Interestingly, the decondensed centromeric repeats in the *3h1* nuclei remain located at the periphery as described in the wild-type nuclei [43] (Fig. 2d). Thus, H1-mediated CC compaction occurs downstream of the spatial positioning of the centromeric regions. In addition, high-resolution imaging indicated the presence of nanoscopic bodies of condensed chromatin in the *3h1* nuclei (Fig. 2e). These were not detected in the wild-type nuclei and therefore could correspond to dispersed heterochromatin regions that were not assembled into chromocenter structures.

The three *Arabidopsis* H1 variants vary in protein structure and expression pattern and may not equally contribute to heterochromatin organization [28]. We quantified heterochromatin content in whole-mount roots and cotyledons in wild-type, mutant, and complemented mutant seedlings. We found an intermediate reduction in heterochromatin content in the double *h1.1h1.2* mutant compared to that in the triple mutant in roots, an effect restored by tagged H1.1 or H1.2 variants (Additional file 1: Figure S4A, B). We explain this by a possible compensatory expression of *H1.3* when H1.1 and H1.2 are depleted, as inferred from reporter analysis in *3h1* roots showing ectopic H1.3-GFP levels (Additional file 1: Figure S4D). However, in cotyledons, which are leaf structures of embryonic origin, CC formation and compaction of centromeric and pericentromeric repeats seem controlled by the H1.1 and H1.2 variants only (Additional file 1: Figure S4C). In wild-type plants, the relative levels of H1.1 and H1.2 variants change along the meristematic-elongation differentiation transition in roots (Additional file 1: Figure S5) suggesting a specialization of these variants, however with a tissue-dependent, functional redundancy revealed in our mutant complementation analyses.

To investigate whether heterochromatin dispersion in *3h1* correlates with looser chromatin organization at the molecular level, we generated chromatin accessibility profiles using micrococcal nuclease sequencing (MNase-seq). We focused the analysis on nucleosomal coverage and distribution in the regions characteristic for heterochromatin and indexed as chromatin states CS8 and CS9 in the established nomenclature [40, 44]. In *Arabidopsis*, CS8 and CS9 are enriched in DNA methylation, H3.1 histone variant, and H3K27me1 and H3K9me2 modifications. In our analyses, the typical CS8 and CS9 regions have a consistent 12–15% reduction in nucleosomal density in the *3h1* nuclei (Fig. 2f, Additional file 1: Figure S6). In addition, nucleosome distribution is more variable in *3h1* heterochromatin as shown by the broader distribution of MNase-protected regions compared to wild type: notably, we found a higher frequency of both short (< 150 nt) and unusually long (> 300 nt) fragments, while the average nucleosome repeat length (NRL) was globally shorter by 10 nt in the *3h1* mutant (Fig. 2g). We concluded from these analyses that H1 constrains nucleosomal spacing and enhances regularity in nucleosome distribution along the heterochromatin regions in *Arabidopsis*. Variability in nucleosomal spacing and distribution in heterochromatic regions might be responsible for the unstable chromocenters in the *3h1* nuclei. Interestingly, the absence of microscopically visible chromocenters does not seem to impair the deposition of their corresponding epigenetic silencing marks which remain abundant and widely redistributed (Fig. 2h-i) most likely following the dispersion of cognate heterochromatin regions.

We then asked whether this structural and spatial dispersion of heterochromatin in *3h1* is associated with reduced silencing of transposable elements (TEs) which are typically confined to chromocenters. 

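Transcript levels were measured by RNA-seq in wild-type (wt) seedlings and in *3h1* seedlings, which carry mutations in all 3 genes for linker histone H1. Pools of 3-week-old seedlings gave 3 biological replicates of each genotype, 6 libraries in all. The authors depleted total RNA of ribosomal RNA, sequenced it on an Ion Proton instrument and filtered out residual ribosomal and ERCC spike-in reads. They aligned the remaining reads to TAIR10, kept all mappings with the best score, and quantified them per ARAPORT11 gene with the expectation-maximization algorithm of Partek Flow, which divides each multi-mapping read between its possible loci. The deposited values are expected counts before normalization for 26764 genes. The total count was 5924967, 4753812 and 5540542 in wt replicates 1, 2 and 3 and 6174881, 5115676 and 6113730 in *3h1* replicates 1, 2 and 3. Chloroplast genes held from 55.5 to 60.0% of the count in the wt libraries (replicates 1 and 2) and from 52.2 to 54.5% in the *3h1* libraries, so that from 1846022 to 2579912 counts in wt and from 2275730 to 2877178 in *3h1* fell on nuclear genes. Where reads had been divided between loci, the count of a gene was not a whole number. The share of such genes was 27.15, 19.66 and 21.89% in wt replicates 1, 2 and 3. In *3h1* replicates 1, 2 and 3 it was 37.15, 21.61 and 46.56%. For the comparisons of *3h1* with wt, expected counts were rounded to whole numbers, genes with low counts were removed by edgeR's default filter, library sizes were normalized by the TMM method, and 17453 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The same thresholds on the unadjusted p value and the fold change as in the paper were then applied. The values describe genes, and the expression of single annotated transposable elements was not analysed here.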

Strikingly, RNA-seq profiling of wild-type and *3h1* seedlings did not show changes for the vast majority of TE transcript levels. This demonstrates that H1-mediated heterochromatin condensation into larger compact CCs is dispensable for silencing of the majority of heterochromatic TEs (Additional file 3: Table S2 and Additional file 4: Table S3). Nevertheless, a moderate number of 450 elements (*p* value < 0.05 and fold change > 2) representing about 1.5% of TAIR10-annotated TEs were significantly reactivated in *3h1* plants. A third of them corresponded to LTR/gypsy elements that are mainly distributed within the pericentromeric regions (Additional file 1: Figure S7, Additional file 3: Table S2, Additional file 4: Table S3).

Collectively, our observations indicate that linker histones contribute to regular nucleosomal distribution and density over heterochromatin regions and are absolutely required for the formation and/or maintenance of conspicuous chromocenter domains.

### H1 variants enable a regular spatial distribution of nanoscale chromatin domains and regulate nucleosomal density and mobility in euchromatin

As shown by genome-wide profiling, *Arabidopsis* H1 variants are abundant throughout the genome and, besides heterochromatin, are present in the euchromatin regions [28, 29]. Immunolocalization with an antibody specifically targeting plant H1 variants allowed visualizing the native distribution of H1 in situ, revealing discrete regions in euchromatin and encompassing heterochromatic CCs (Fig. 3a). Furthermore, H1.1-GFP was found to be distributed homogenously in euchromatin with, however, the occurrence of enrichment foci relative to nucleosome distribution visualized with an RFP-tagged H2B variant (Fig. 3b). We thus asked whether H1 depletion also impacts the structural organization of euchromatin regions. To resolve nanoscale level of organization, we measured chromatin density patterns on ultrathin transmission electron microscopy (TEM) preparations (Fig. 3c). For this, we used a spatial pattern analysis approach that was previously validated to capture relevant structural features of chromatin organization in cancerogenous animal cells [45] and that we adapted for images of the *Arabidopsis* nuclei [46]. In brief, a spatial autocorrelation function (ACF) of chromatin staining spatial distribution is calculated inside multiple regions of interests (ROIs, Fig. 3d, Additional file 1: Figure S8A) within the euchromatin region of each nucleus and is used to infer the distribution of structured signal intensities at given length scales (Fig. 3e). In wild-type nuclei, the spatial autocorrelation fit (ACF) is shallow, indicating high autocorrelation (i.e., highly regular arrangements) of nanodomains within length scales of ~ 40 nm. By contrast, the exponential decrease of the ACF fit of *3h1* euchromatin was dampen compared to the wild-type nuclei, particularly within 30–60 nm length scales (gray range, graph Fig. 3e). This means that chromatin densities also distribute over large length scales in the mutant. This characteristic is also quantified by measuring the shape of the density ACF (*D* value in box plot Fig. 3e). This showed a higher dispersion of length scales in *3h1* compared to the wild-type nuclei (Fig. 3g). In other words, *3h1* euchromatin shows a significant loss of spatial homogeneity with chromatin nanodomains (high-density patches) spatially distributed along variable intervals (length scales) compared to a highly regular distribution in wild-type chromatin. This trend was reversed in mutants complemented by a tagged H1.1 variant (Additional file 1: Figure S8B) and confirmed in an independent quantification made on fluorescently immunolabeled nucleosomes captured by super resolution microscopy (Additional file 1: Figure S8C).

**Fig. 3:**
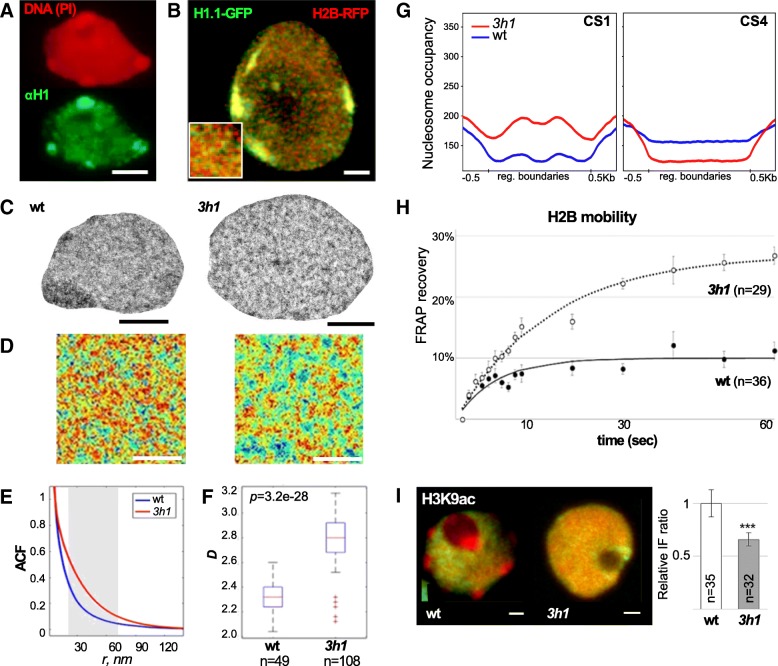
H1 depletion has a strong impact on euchromatin organization with increased dispersion of nanoscopic domains, altered distribution of nucleosome coverage, and increased mobility. **a**, **b** H1 is abundant in euchromatin distributed as discrete foci partially colocalizing with H2B. **a** H1 immunostaining and propidium iodide (PI) counterstaining as in Fig. 1 (fixed, spread nuclei; scale bar, 2 μm). **b** Representative distribution of GFP- and RFP-tagged H1.1 and H2B imaging in the nuclei from fresh root tissue (epidermis, single plane, confocal laser scanning microscopy). The inset shows a close up (1 × 1 μm) in euchromatin displaying H1-enriched regions (dominant green signals) at the nanoscale, but below optical resolution. Scale bar, 1 μm. **c**–**f** Ultrastructural analysis of euchromatin organization in wt vs *3h1*. **c** Typical TEM image of the nuclei stained with uranylacetate on 7-nm cryosection (root epidermis, see the “Methods” section). Scale bar, 1 μm*.* **d** Representative region of interest (ROI) in euchromatin of wt and *3h1* nuclei used for spatial autocorrelation function (ACF) analyses. Scale bar, 500 nm*.* **e**, **f** Spatial chromatin density analyses show decreased regularity in the spatial chromatin distribution pattern in *3h1* revealed by a less shallow ACF curve within length scales of 20–60 nm (gray zone, graph, **e**) and higher dispersion of length scales as shown by a bigger range of the estimate *D* characterizing the spatial autocorrelation fit (**f**). These differences in *3h1* are restored upon complementation with an H1.1 expressing construct. ***Unpaired *t* test, *p* < 0.001, see also Additional file 1: Figure S8. **g** Nucleosome coverage but not qualitative distribution is altered in H1-depleted euchromatin. Antagonist effects are seen for regions of chromatin states CS1, 3, and 7 (CS1 only is shown here) and CS4 (CS according to [40]), see also Additional file 1: Figure S6 for nucleosome occupancy in *3h1* and wt over regions from all chromatin states. **h** H2B-RFP fluorescence recovery is ~ 2.5-fold faster in *3h1* compared to in wild-type as measured in FRAP experiments, see the “Methods” section. **i** Histone acetylation levels are lower in the *3h1* leaf nuclei compared to wt; *t* test, *p* < 0.001, see also Additional file 2: Table S1. Scale bar, 2 μm

We then investigated the euchromatin structure at the molecular level and analyzed both nucleosome occupancy profiles and density in our MNase-seq experiments along with defined genomic elements. Interestingly, in *3h1*, the shape of nucleosome occupancy profiles over the most prevalent chromatin state (CS) [40] is comparable to that of the wild-type samples (Additional file 1: Figure S6). However, nucleosomal density is clearly affected in *3h1* chromatin. Comparative density profiles for each chromatin state showed enhanced or diminished average density levels relative to the element boundaries, as for instance, the CS1- and H3K27me3-marked CS4 states, respectively (Fig. 3g, Additional file 1: Figure S6). This is interpreted as a partial loss of structural differentiation of the chromatin states in the absence of H1. As a comparison, we analyzed the impact of the loss-of-function of the CAF-1 histone chaperone contributing nucleosome assembly on nucleosome density distribution across these CS as done for [47]. The analysis showed some alteration in global levels for some but not all CS states but without modifying the profile amplitudes as H1 depletion does (Additional file 1: Figure S6).

Modular alterations in nucleosome density profiles in *3h1* may possibly arise from decreased structural constraints facilitating nucleosome redistribution compared to in wild type. To address the question of whether nucleosome turnover is increased in the absence of linker histone, we carried out fluorescence recovery after photobleaching (FRAP) analyses on the root epidermal nuclei expressing an RFP-tagged H2B reporter [48] in a wild-type or *3h1* background. The analysis showed a ~ 2.5 times faster recovery in H1-depleted chromatin compared to in the wild-type nuclei (Fig. 3h). Specifically, while the diffusional component of the recovery curve (until ~ 10s) appeared similar in both wild-type and mutant chromatins, H2B-RFP recovery rapidly reaches the slow phase characteristic of limited binding-unbinding events in wild-type chromatin [49]. The steep and continuous recovery in *3h1* indicates that H1 depletion unleashed constraints in chromatin organization permitting rapid turnover of H2B-RFP. Furthermore, this chromatin property measured in *3h1*-mutant differentiated root cells resembled that of the property of wild-type chromatin in meristematic cells (pluripotent and undifferentiated) cells (Additional file 1: Figure S9). This increased mobility did not, however, coincide with higher levels of histone acetylation as found in meristematic cells [50]. By contrast, a moderate decrease was measured in immunostaining (Fig. 3i, Additional file 2: Table S1) which was further confirmed by immunoblotting on whole seedling chromatin extracts (Additional file 1: Figure S16A,B).

We concluded that H1-depleted cells harbor a relaxed and highly mobile chromatin with a low degree of structural differentiation between chromatin states. These analyses thus uncover a role for *Arabidopsis* H1 in euchromatin which has not been described previously.

### H1 loss-of-function allows identifying both H1-sensitive and H1-independent genes

Next, we asked whether euchromatin relaxation induced by H1 depletion was reflected at the molecular level. Combined analysis of MNase-seq and RNA-seq profiles allowed us to infer correlations between nucleosome occupancy and relative transcription level grouped into quantiles in wild-type and *3h1* seedlings. As previously reported [51], nucleosomal coverage inversely correlates with gene expression levels in wild-type tissues (Fig. 4a). Low nucleosomal density over highly expressed genes is commonly interpreted as a result of, if not a requirement for, high RNA polymerase accessibility linked with high transcriptional rates. In *3h1*, we observed a notable reduction of the structural differentiation among transcription levels with a general tendency for higher nucleosomal density, specifically downstream of the transcriptional start sites (TSS) (Fig. 4a).

**Fig. 4:**
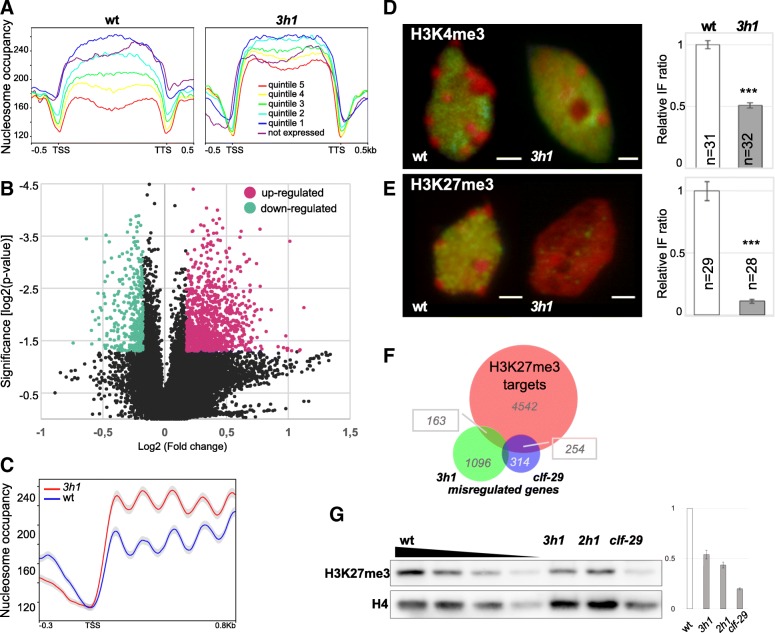
H1 is necessary to secure transcriptional state-specific nucleosomal and epigenetic profiles yet influence only a moderate gene fraction. **a** Nucleosome distribution profiles clearly define distinct gene classes according to expression levels in wild type but no longer in *3h1*. Quintiles 5 to 1 represent categories of genes with expression levels ranked from the highest to the lowest level, respectively, as previously described [28]. **b** H1 depletion induces moderate changes in the transcriptional profile, yet a subset of 701 genes (*p* < 0.05 and fold change > 2) is misregulated. The volcano plot was cropped around the denser part of the dataset. The full plot is presented in Additional file 1: Figure S10. **c** Upregulated loci show a characteristic nucleosome occupancy with high periodicity and a higher coverage in *3h1* downstream the TSS. TSS, transcription start site. **d**, **e** Decreased abundance of H3K27 and H3K4 trimethylation (green, immunosignals (Ab); red, propidium iodide (PI) counterstaining) in *3h1* measured by quantitative immunostaining on isolated leaf nuclei. The graphs shows the relative abundance of these respective histone modifications (Ab/PI ratio relative to wt). Scale bar, 2 μm. **f** Genes which are upregulated (*p* < 0.05) in *3h1* share a significant overlap with H3K27me3 targets defined by [52] (*p* = 0.0007, Fisher exact test) but remain distinct from those affected by the *clf-29* mutation [53]. **g** A twofold reduction of H3K27me3 levels upon H1 depletion is detected by Western blot on chromatin extracts from seedlings yet is less dramatic than in a loss of PRC2 function mutant, *clf-29*. Left panel: the blots show H3K27me3 and total histone H4 levels (loading control) detected on the same membrane. A dilution series of wild-type samples, together with the absence of signal saturation in luminescence imaging, allows showing proportionality of detection signals with protein amounts. The two original gel blots are presented in Additional file 1: Figure S15. Right panel: the histogram shows mean H3K27me3 relative to H4 signals from three individual biological replicates. The wild-type level has been arbitrarily set to 1. *3h1*, triple H1 mutant; *2h1*, *h1.1h1.2* double mutant

Surprisingly though, this higher nucleosomal occupancy over genes was not correlated with a massive deregulation of transcription. Indeed, comparison of *3h1* transcriptomes determined that about 701 genes are misregulated as compared to wild-type plants (*p* value < 0.05 and fold change > 2, Fig. 4b, Additional file 1: Figure S10, Additional file 5: Table S4). 

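Of the 17453 genes tested, 535 (3.07%) had an unadjusted p value under 0.05 and a fold change over 2 between *3h1* and wt in edgeR's quasi-likelihood test. An unadjusted p value under 0.05 alone was reached by 1658 genes, 931 of them higher and 727 lower in *3h1*, where 873 would be expected by chance if no gene had changed. After Benjamini-Hochberg adjustment, 7 genes had an adjusted p value under 0.05, of which 3 were higher and 4 lower in *3h1*, and all 7 also had a fold change over 2. The smallest adjusted p value among the other genes was 0.0732. Over the alternatives, the number of upregulated genes ranged from 125, with at least 10 counts required in every sample, to 1249, without *3h1* replicate 2, and was 1157 with no filter on low counts. The replicate numbers are shared between the genotypes. Libraries with the same number deviated from their group means with a mean correlation across genes of -0.102, against 0.0505 for libraries with different numbers. The 2 values are not independent, since the deviations within a genotype cancel out. With the replicate number as a block, 3 genes had an adjusted p value under 0.05, and 395 genes were upregulated and 59 downregulated at the unadjusted thresholds. From the number of misregulated genes, the paper concludes that the higher nucleosomal occupancy over genes in *3h1* was not correlated with a massive deregulation of transcription.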

Taken together, these observations have two important implications: (i) H1-mediated nucleosome occupancy is a structural signature correlating with gene expression levels and (ii) for a minor group of ~ 700 H1-sensitive genes, H1-mediated nucleosome occupancy is epistatic to transcriptional regulation. This invites revisiting the idea that nucleosome density influences transcription.

The class of H1-sensitive genes is characterized by 43 down- and 658 upregulated loci in *3h1* seedlings (Fig. 4b, Additional file 5: Table S4, Additional file 1: Figure S10). 

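The misregulated genes comprised 459 upregulated and 76 downregulated genes, so that 85.8% were upregulated. Genes that changed in the same direction in all 9 pairs of a *3h1* and a wt library are described by their TMM-normalized counts scaled to library size (CPM), with coordinates on TAIR10.1. AT5G32598, annotated as a pseudogene on chromosome 5 from 12245006 to 12249415, rose from 1.61 ± 1.45 CPM in wt to 34.5 ± 3.62 CPM in *3h1* (SD, n = 3 each), a log2 fold change of 4.28 with a standard error of 0.35 and an adjusted p value of 0.000603 in edgeR's quasi-likelihood test. Its count was fractional in all 6 libraries, so part of its reads was shared with other loci. AT3G33091, also annotated as a pseudogene, lies on chromosome 3 from 13818738 to 13820758. It had 3, 3 and 2 counts in the wt libraries and 34, 37 and 47 in the *3h1* libraries. It was at least 8.48-fold higher in *3h1* (adjusted p value 0.0122, edgeR). *GMI1* (AT5G24280), which encodes a protein with a structural-maintenance-of-chromosomes hinge domain, lies on chromosome 5 from 8251220 to 8262603 and overlaps the non-coding RNA gene AT5G03735. It rose from 2.79 ± 1.28 to 12.3 ± 2.17 CPM (SD, n = 3 each), with a log2 fold change of 2.18, a standard error of 0.30 and an adjusted p value of 0.0418 (edgeR). No further upregulated gene reached an adjusted p value of 0.05. Among those with the next p values, the non-coding RNA gene AT4G04223 had at most 1.05 counts in a wt library and from 14.6 to 22 counts in the *3h1* libraries, at least 3.71-fold higher. *AT14A* (AT3G28300), whose count was fractional in 5 libraries, had a log2 fold change of 1.14. Of the 4 downregulated genes with an adjusted p value under 0.05, 3 were 2 of the H1 genes and a light-harvesting gene. The remaining gene, AT3G05727, encodes a defensin-like protein and fell from 25.9 ± 4.83 to 9.39 ± 1.26 CPM (SD, n = 3 each), with a log2 fold change of -1.47 and an adjusted p value of 0.0275 (edgeR). AT5G27140, which encodes a NOP56-like protein and was next in the order of p values, had a log2 fold change of -2.10, with an adjusted p value of 0.197 (edgeR). The deviations of same-numbered libraries from their group means had a mean correlation of -0.102. With the replicate number as a block, AT5G32598 kept an adjusted p value under 0.05 (0.0060, edgeR). The adjusted p values were then 0.147 for AT3G33091, 0.173 for *GMI1* and 0.312 for AT3G05727 (edgeR). When each library was left out in turn, AT5G32598 kept an adjusted p value under 0.05 in all 6 fits, AT3G33091 in 3, and *GMI1* and AT3G05727 in 2 each (edgeR).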

Analyzing functional categories represented among downregulated genes clearly showed a collective role in light-related metabolism (Additional file 4: Table S5, Additional file 5: Table S4). 

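Nuclear photosynthesis genes were taken as those whose name or description in the reference holds photosystem, light-harvesting, chlorophyll or photosynthe, a list fixed by these words before the values were seen. Of its members, 199 were tested. Among the 76 downregulated genes, 1 was in the list (1.32%), as against 1.14% of all tested genes (odds ratio 1.16, two-sided Fisher's exact test, p = 0.582). The whole list was shifted downward. Its median log2 fold change was -0.19, 155 of the 199 genes were lower in *3h1*, and the limma camera test, which takes correlation between genes into account, gave p = 4.98e-10. The median difference was below 0 in all 9 pairs of a *3h1* and a wt library, from -0.32 to -0.055 on the log2 scale. An unadjusted p value under 0.05 was reached by 41 of the list's genes downward and by 3 upward. In 3 further lists, chosen after these values were seen and compared by Fisher's exact test, photosynthesis genes made up 41 of the 727 lower genes with p under 0.05 (odds ratio 6.26, p = 1.08e-17), 11 of the 124 genes lower by at least 1.5-fold with p of at most 0.01 (odds ratio 8.87, p = 1.77e-07) and 3 of the 931 higher genes with p under 0.05 (odds ratio 0.269, p = 0.0103). Adjusted over the 4 Fisher's exact tests, these p values were 4.32e-17, 3.54e-07 and 0.0137. Genes are not independent replicates in these tests. *LHCB2.3* (AT3G27690), on chromosome 3 of TAIR10.1 from 10255906 to 10257489, had the smallest p value of the list. It encodes a light-harvesting chlorophyll a/b-binding protein and fell from 90.5 ± 12.5 to 40.7 ± 5.82 CPM (SD, n = 3 each), a log2 fold change of -1.15 with a standard error of 0.16 and an adjusted p value of 0.0418 (edgeR's quasi-likelihood test). Its count was fractional in 5 libraries and it overlaps AT3G27700, so part of its reads was shared with other loci. With each library left out in turn, it kept an adjusted p value under 0.05 in 2 of the 6 fits (edgeR). *LHCB4.2* (AT3G08940), which overlaps AT3G08943 and had a fractional count in all 6 libraries, fell from 552.6 ± 23.35 to 325.9 ± 42.55 CPM (SD, n = 3 each), with an adjusted p value of 0.197, whereas *PAC* (AT2G48120) rose from 4.63 ± 0.834 to 10.2 ± 1.08 CPM (SD, n = 3 each), with an adjusted p value of 0.1999 (edgeR). With the replicate number as a block, where same-numbered libraries correlated at -0.102, the median log2 fold change of the list was -0.19 (camera, p = 2.14e-09), the odds ratio among downregulated genes was 1.50 (Fisher's exact test, p = 0.492), and the adjusted p value of *LHCB2.3* was 0.335 (edgeR).

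**Figure D1:**
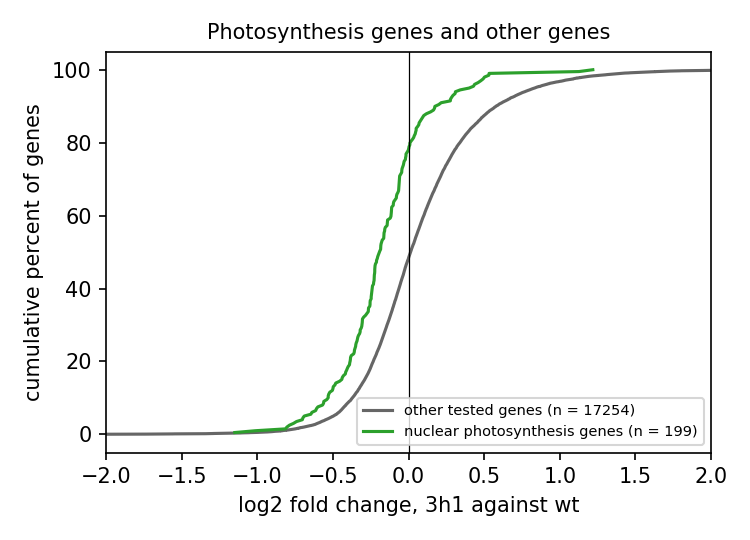
Cumulative percent of genes against the log2 fold change of *3h1* over wt, shown from -2 to 2, for the 199 nuclear photosynthesis genes (green) and the other tested genes (grey). The photosynthesis genes lie to the left of the other genes, with a median of -0.19.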

The group of upregulated genes, however, did not show any specific enrichment in GO terms (not shown) nor a dramatic overrepresentation of specific chromatin states (Additional file 1: Figure S11). Nevertheless, it is noteworthy that they displayed a high periodicity in nucleosome positioning within 800 bp downstream the transcriptional start site (TSS) indicating a strong phasing for this class of genes (Fig. 4c). Highly phased nucleosomes profiles are thought to be a feature of highly expressed genes [54], whereas, intriguingly, this class of H1-sensitive genes is weakly expressed in wild-type plants (Additional file 1: Figure S12).

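In wt, the 457 of the 459 upregulated genes with a known exon length had a median expression of 0.777 RPKM (mean of the 3 wt replicates, with the exon length of each gene and the total count of each library), with quartiles of 0.483 and 1.40. The other tested genes, 16704 of them with a known exon length, had a median of 3.69 RPKM and the 76 downregulated genes of 5.11 RPKM. The median over the upregulated genes was 0.889, 0.703 and 0.692 RPKM in wt replicates 1, 2 and 3, and that over the other genes 4.11, 3.40 and 3.55 RPKM, so these classes differed by more than the spread between replicates. The median over the downregulated genes was 4.20, 3.62 and 4.91 RPKM in the same replicates, and its difference from the other genes was within that spread in replicates 1 and 2. In *3h1*, the upregulated genes had medians of 2.36, 1.65 and 2.70 RPKM in replicates 1, 2 and 3, and thus remained below the other tested genes, which had medians of 4.31, 4.19 and 4.45 RPKM. The classes were defined from the same libraries. When the genes were called without a wt replicate and then measured in that replicate, the median of the upregulated genes was 1.11, 0.98 and 0.861 RPKM in replicates 1, 2 and 3, as against 3.93, 3.07 and 3.19 RPKM for the other genes. Downregulated genes called in the same way had medians of 3.37, 2.68 and 2.51 RPKM, below the other genes in each replicate, so their higher median in wt did not hold in the replicate left out. The filter on low counts removed genes with weaker expression from all classes. Weakly expressed genes were higher in *3h1* replicates 1 and 3 than in wt, but not in replicate 2. Such genes could have entered the upregulated class for this reason, which leaving out a wt library cannot test.

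**Figure D2:**
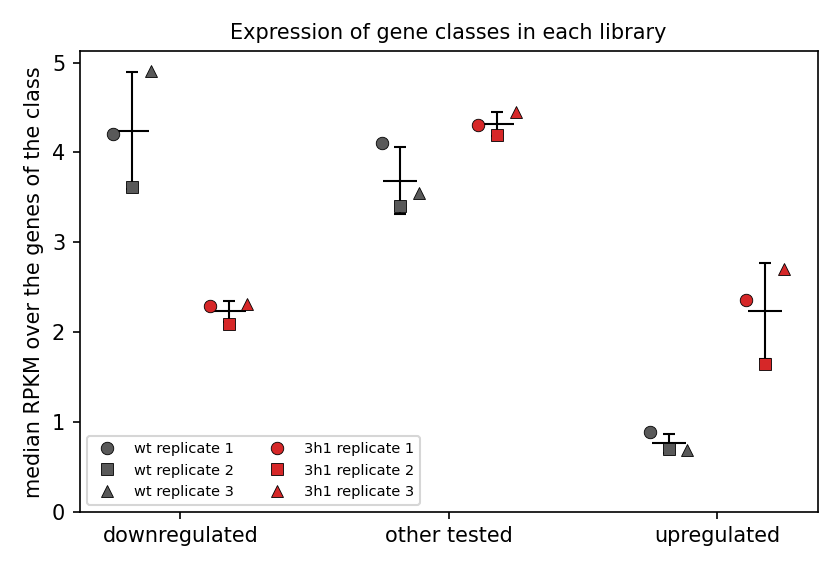
Median RPKM over the genes of each class in each library (points; wt grey, *3h1* red), with the mean and SD of the 3 replicates (bars), for genes downregulated, not misregulated or upregulated at p under 0.05 and a fold change over 2. The upregulated genes lie between 0.692 and 0.889 RPKM in the wt libraries, below the other classes.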

Collectively, our data indicate that H1 variants provide structural attributes defined by nucleosome density over gene bodies that differentiate transcriptional states with distinct expression levels. In a counterintuitive manner, H1 depletion only affects the expression of a relatively small set of (701) expressed genes. This observation poses questions particularly when considering the strong, genome-wide alterations in nucleosome occupancy and euchromatin mobility in the *3h1* mutant.

### H1 depletion impairs the distribution of H3K27me3 and to a lesser extent of H3K4me3

We previously described that natural eviction of H1 in spore mother cells (SMC) precedes a breadth of global chromatin changes at the structural and epigenetic levels during the somatic-to-reproductive transition [25]. These include heterochromatin decondensation, histone hyperacetylation, elevation of H3K4me3, and decrease of H3K27me3 levels [25]. These changes are further associated with a transient decrease of DNA methylation levels in the CHH but not the CG sequence context [23]. To assess whether H1 depletion is functionally linked to such chromatin changes, we introgressed the mCG and mCHH DynaMET reporters [23] into the triple *3h1* mutant to analyze the cytological distribution and abundance of DNA methylation. Albeit cytological imaging would not capture locus-specific alterations as those described previously in H1-depleted tissues by molecular profiling [22, 32], the global levels and distribution patterns of methylated DNA in *3h1*-mutant root nuclei were similar to that in wild-type nuclei (Additional file 1: Figure S13). We then performed quantitative immunostaining for the canonical marks H3K4me3 and H3K27me3 previously found to be dynamically redistributed in H1-depleted SMCs [25]. We found that H3K4me3 levels were moderately but reproducibly lower in the *3h1* nuclei compared to in the wild-type nuclei (Fig. 4d, Additional file 2: Table S1, Additional file 1: Figure S14). More dramatically, H3K27me3 levels were considerably lowered in H1-depleted nuclei compared to in wild-type nuclei (Fig. 4e, Additional file 2: Table S1) while H3K27me2 was visibly unaffected (Additional file 1: Figure S14). A two-fold reduction of H3K27me3 and H3K4me3 global levels were further confirmed by immunoblotting on whole seedling chromatin extracts (Fig. 4g, Additional file 1: Figure S15 and Figure S16C,D). 

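A list of 8 genes encoding PRC2 subunits was examined, comprising *CLF*, *SWN*, *MEA*, *FIE*, *EMF2*, *VRN2*, *FIS2* and *MSI1*. *CLF* was not analysed here. *MEA* (AT1G02580) and *FIS2* (AT2G35670) fell under the filter on low counts, with at most 4.16 and 4 counts in a wt library and at most 14.2 and 6.09 counts in a *3h1* library. Of the 5 genes tested, none had an adjusted p value under 0.05 and none an unadjusted p value under 0.05 in edgeR's quasi-likelihood test. The log2 fold changes were -0.36 for *FIE* (AT3G20740; standard error 0.33), 0.089 for *SWN* (AT4G02020; standard error 0.18), 0.021 for *VRN2* (AT4G16845; standard error 0.24), -0.38 for *EMF2* (AT5G51230; standard error 0.21) and 0.25 for *MSI1* (AT5G58230; standard error 0.26). *EMF2* had the smallest p value, with 12.6 ± 1.99 CPM in wt and 9.76 ± 1.73 CPM in *3h1* (SD, n = 3 each; adjusted p value 0.607 over all genes and 0.482 over the 5 genes, edgeR). Its difference was of the size of the spread between replicates. *FIE* and *MSI1* overlap other annotated genes, and the counts of *SWN* were fractional in 3 libraries. The deviations of same-numbered libraries from their group means had a mean correlation of -0.102. With the replicate number as a block, again 0 of the 5 genes had an adjusted p value under 0.05, the smallest unadjusted p value being 0.0946 (edgeR). Differences of the size of these standard errors were not detectable with 3 replicates.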

Of note, expression of genes encoding PRC2 subunits were not significantly altered in *3h1* plants (Additional file 4: Table S6). Consequently, our observations indicate that linker histones are required for targeting, maintenance, or both, of H3K27me3. This raised the possibility that gene upregulation in *3h1* may indirectly result from downstream consequences of a modified epigenome landscape. Yet only 10% of the upregulated genes overlapped with known H3K27me3 genomic targets. Among those, a small share (4%) corresponds to genes misregulated in the PRC2 mutant *clf* (*curlyleaf*), compromised in histone H3-Lys27 methyltransferase activity [53] (Fig. 4f). Thus, loss of H3K27me3 does not appear to represent a major cause of gene upregulation in *3h1* seedlings. This indicates that altered H3K4me3 and H3K27me3 landscapes may rather be a consequence of altered chromatin structure affecting targeting or spreading of histone modifications, or both.

## Discussion

H1, due to its inherent properties in promoting a higher order of chromatin folding, has long been considered a typical structural chromatin protein [55]. Accordingly in plants, H1 was shown to induce ectopic heterochromatinization when expressed in a heterologous system [56]. In addition, like in animals, plant H1 variants interplay with the DNA methylation machinery, particularly affecting TEs. H1 also affects DNA methylation at the genic regions, although only a few have been experimentally interrogated so far [22, 31–33]. Despite their expected fundamental role in chromatin accessibility, very little was known about the specific impact of H1 at the structural, epigenetic, and gene expression level in plants. In this study, we unveiled distinct effects of H1 function on nucleosome occupancy and transcriptional activity over heterochromatin and protein-coding genes, respectively (model presented in Fig. 5). We further unveiled that H1 is strictly required for heterochromatin formation but not for the establishment of heterochromatic hallmarks, that H1 provides spatial regularity in nanodomain chromatin compaction and distribution which coincides with a role in the maintenance of H3K27me3 in euchromatin, and that *in fine* H1-mediated chromatin organization secures a proper control of specific developmental transitions.

**Fig. 5:**
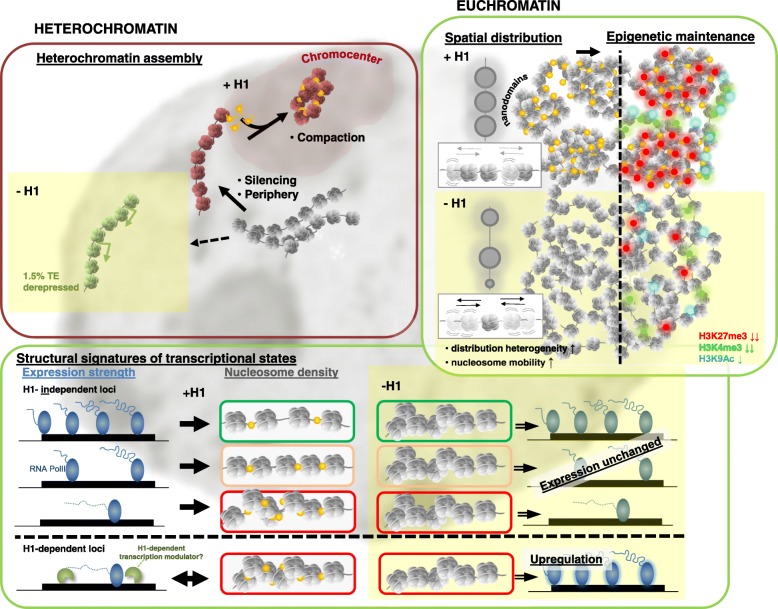
Model for H1 function in heterochromatin and euchromatin organization at the topological and molecular level. Graphical representation of H1 roles on chromatin organization at the cytological (spatial) and molecular level based on analyses reported in this study. Heterochromatin: H1 is dispensable for silencing and peripheral positioning of the vast majority of heterochromatic repeats but necessary for their condensation into compact chromocenter domains; yet a subset of transposable elements is directly affected by H1 and become derepressed in its absence (yellow box, -H1). This indicates both H1-independant and H1-dependent TE silencing controls. Euchromatin: top right panel, H1 is necessary to provide homogeneity in chromatin topology and spatial organization of chromatin domains. H1 depletion results in both larger gaps between nanodomains, possibly enabling increased accessibility, and irregular, high local compaction; this chromatin heterogeneity is reminiscent of H1-depleted pluripotent cells [9], cells with a loss of a SWI/SNF chromatin remodel function or undergoing tumorigenic reprogramming [57]. Concomitantly, H1-depleted chromatin displays increased mobility and poor maintenance of histone H3 lysine 4 (green) and more strongly lysine 27 (red) methylation. At the molecular level (lower panel), H1 provides distinct structural signatures (nucleosome coverage) at loci marked by distinct expression rates but is not epistatic to transcriptional control for a majority of them (H1-independent regulation); a subset of genes (ca 600 under a stringent cutoff), however, displays an H1-dependent control possibly involving transcriptional regulators directly influenced by H1

### H1 as a heterochromatin architect largely uncoupled from transcriptional silencing

We showed that H1 plays an unexpected role in heterochromatin regulation in *Arabidopsis*. This function is largely but not entirely uncoupled from transcriptional silencing, as shown by massive relaxation of peripheral heterochromatin and minimal reactivation of TE expression in plants lacking H1. H1-dependent chromocenter formation also appears to occur downstream the epigenetic marking of heterochromatin, notably DNA, H3K9, and H3K27 methylation, which remain abundant in *3h1* nuclei. Consistently, heterochromatin dispersion despite strong H3K9me2 marking was also reported in *2h1* leaf nuclei (i.e., lacking H1.1 and H1.2 variants) in a study published during our manuscript revision [58]. In the same study, the absence of H1 in the vegetative cell of pollen grains correlates with the activation of about, and only, hundred TEs [58]. Collectively, these observations argue against the common view that heterochromatin compaction in chromocenter domains is directly responsible for the general transcriptional repression of TEs. Transposable elements upregulated in *3h1* define a functional category of loci where H1-mediated chromatin organization primes over other controls of transcriptional silencing. Those TEs are mostly pericentromeric and enriched in LINE, gypsy, and copia elements. DNA methylation at pericentromeric TEs is independent of the RNA-dependent DNA methylation (RdDM) pathway but requires the DNA methyltransferase CHROMOMETHYLTRANSFERASE2 (CMT2) and the chromatin SWI/SNF remodeler DECREASE in DNA METHYLATION1 (DDM1) [32]. At pericentromeric TE loci, H1 is thought to modulate (but not hinder) DNA methylation in the CHG context by reducing access to CMT2, a configuration resolved by DDM1 [32]. This explains the global gain of pericentromeric TE CHG methylation in the absence of H1 [32]. This global effect does not explain the derepression of H1-sensitive TEs. The observation that H1 can interact with CMT3 [59] suggests also a scenario in which H1-bound nucleosomes are favored for CMT3-mediated DNA methylation, thereby reinforcing silencing at these TE loci. Thus in *Arabidopsis*, H1 may play a dual role in restricting methylation through antagonizing DDM1 function [32] but also reinforcing methylation in a CMT3-dependent manner. Such a model, however, remains to be experimentally validated. Alternatively, and possibly not exclusively to other mechanisms, the absence of H1 may expose additional TEs to the DNA demethylase DEMETER; this was suggested for TE loci activated in the vegetative cells of pollen grains where the main H1 variants are naturally depleted [58]. In animals, interestingly, H1 depletion also leads to partial TE reactivation but following distinct mechanisms: independently of common epigenetic silencing marks in mammalian stem cells [60] or through an H3K9me2-dependant manner in *Drosophila* [14, 61].

Chromocenters containing ribosomal DNA repeats are not affected by the loss of H1 variants in *Arabidopsis*, further indicating the existence of an H1-independent control of such heterochromatic structures. It would be interesting to investigate whether other structural proteins such as H1-related, GH1-containing proteins [21] contribute NOR condensation or if hypoacetylation of the NOR nucleosomes by HDA6 [62] is self-sufficient.

In addition, dispersed heterochromatin regions still locate peripherally in the *3h1* nuclei indicating that not only structural compaction but also peripheral location is uncoupled from heterochromatin silencing in *Arabidopsis*. Interestingly, this role in chromocenter formation is not a shared, inherent feature of linker histones among eukaryotes. Indeed, depletion of the H1c and H1d mammalian variants in mouse embryonic stem cells leads to chromocenter clustering but not decondensation [60]. In *Drosophila*, H1 also promotes the condensation of pericentromeric heterochromatin, but this observation is specific to salivary gland cells which are singular due to their polytenic chromosomes [20]. In both *Drosophila* and mouse somatic cells, chromocenter condensation seems instead to be controlled by the D1 and HMGA1 multiAT hook proteins, respectively [63]. Therefore, our study uncovers an influence of H1 in chromocenter condensation which may differ from the animal system.

### H1 as a fine-scale architect of euchromatin organization from nucleosomes to nanodomains

We have shown that global chromatin decondensation in H1-depleted nuclei correlates with a greater heterogeneity in the spatial distribution of chromatin domains in the nucleoplasm. Yet, compact nanodomains as those visualized by high- and ultrastructural microscopy imaging still form in the absence of H1. This is consistent with the intrinsic property of chromatin fibers to fold along various configurations even in the absence of linker histones: in vitro assembly assays have shown that nucleosomal arrays can be formed in the absence of H1, yet with a lesser degree of molecular organization, forming “ladder” or “puddle” type of arrangements [64]. Thus, our observations in vivo might relate to this intrinsic property of H1. Furthermore, the increased spatial dispersion of compact nanoscopic domains free of H1 in *3h1* nuclei is highly reminiscent of euchromatin organization in tumorigenic nuclei losing fractal property of organization [45].

At the molecular level, we observed that *Arabidopsis* H1 influences nucleosomal spacing, resulting in deregulated density over defined genomic regions. Notably, H1 depletion affects the structural differentiation, in terms of nucleosomal density, of chromatin states. This effect is distinct from that of a loss-of-function of a general chromatin factor regulating nucleosome assembly such as the histone chaperone CAF-1 (Additional file 1: Figure S6). In addition and strikingly, besides a shift of NRL distribution peak from 170–180 to 160–170 bp similar to the situation in animals [10], *3h1* chromatin harbors a higher fraction of both short NRLs (< 160 bp) or unexpectedly long (> 200 bp). This indicates a relaxed control of nucleosome distribution, with a more permissive (i.e. less constraint) nucleosome positioning [64]. H1 incorporation is thought to reduce the sterical occupation of linker DNA and to favor a compact zig-zag chromatin folding [65]. The question arises, how NRL longer than 197 bp can be achieved. One possibility is that such NRL corresponds to the MNase inaccessible regions spanning two closely associated nucleosomes; another possibility is suggested by the occurrence of the so-called stretched nucleosomes where DNA-histone contacts are lost in the absence of H1 [66]. Ultimately, variations in NRL and associated linker DNA length can contribute to chromatin fiber polymorphisms with in turn an influence on the formation of chromatin domains [67–69]. The relaxed NRL distribution hence variable nucleosome positioning landscape seen in *3h1* is thus likely responsible for the observed local variations in chromatin compaction and spatial heterogeneity.

How this fine-scale topology connects with chromatin function, notably gene expression, requires a biophysical appraisal of chromatin organization. Emerging models linking molecular-to-spatial (macromolecular) levels of chromatin dynamics are very attractive to explain the emergence of transcriptional dynamics during cellular differentiation [70]. Notably, local nucleosomal arrays appear to connect with molecular crowding, a dynamic property directly influencing the access and residence of the transcription machinery to chromosomal regions [57, 70]. In such a model, spatial heterogeneity of chromatin nanodomains seems to favor the occurrence of transcriptional bursts such as those observed in an animal model of cellular differentiation [57, 70]. In addition, specific disturbances in spatial chromatin organization in cancerogenous cells have been correlated with transcriptional heterogeneity linked to the paired effect of increased accessibility and increased local compaction [57]. It is tempting to link these biophysical, molecular models of the nanoscale level of chromatin organization with the role of linker histones. Consistent with it, pluripotent mammalian cells in which H1 levels are low display highly dispersed, small nucleosome clutches favoring RNA PolII redistribution [9]. Collectively, in light of these models and observations, we propose that the molecular and spatial distribution heterogeneity of H1-depleted chromatin in *Arabidopsis* resembles that of animal un-/de-differentiated cells. This proposal invites future studies on the role of *Arabidopsis* H1 variants in regulating transcriptional dynamics notably during cellular differentiation or in response to environmental cues.

### H1 defines a dual causality between chromatin organization and gene expression

Our cytological analyses clearly showed a profound impact of H1 on hetero- and euchromatin organizations at the molecular and spatial distribution level. But the daunting question remains whether this influences chromatin function and notably gene expression. Our study uncovers an unexpected, complex relationship between chromatin organization, probed by nucleosomal coverage, and gene expression. For instance, we found a lower nucleosome coverage in *3h*1 along a large fraction of genes (excluding heterochromatic regions, discussed earlier), yet this reduced nucleosome occupancy did not trigger a significant upregulation in *3h1* plants. This was true for the genomic regions associated with H3K27me3 (e.g., chromatin state CS4, [40]), hence PRC2-target loci. By contrast, the genomic regions normally associated with transcriptional competence (e.g., CS1 enriched in H3K4me3 and H3.3) gained nucleosomal coverage in *3h1*, still without detectable consequences on most transcript levels. Thus, for a large fraction of the genome, both in eu- and heterochromatin contexts, H1-mediated chromatin organization appears to act downstream of the transcriptional controls. The observation that the structural differentiation of loci relative to the gene expression strength is blurred in *3h1* reinforces the conclusion that gene body nucleosome density is not epistatic to transcription.

These findings challenge a common view that transcription is influenced by nucleosome density, coming from the observation that nucleosome occupancy is inversely correlated to gene expression level ([51] and this study). Whether H1-mediated chromatin organization serves another purpose, for instance, facilitating the rewiring of transcriptional programs when cells are environmentally challenged or securing transcriptional robustness is an exciting possibility to be investigated. If they hold true, these concepts would provide an explanation for the developmental phenotypes in *3h1* plants with an apparent relaxed control of several developmental transitions. These deficiencies can be interpreted as instable transcriptional states releasing seed dormancy, flowering, lateral root organ initiation, root hair, and stomatal cell fate earlier than in the wild-type counterparts, although the severity of such developmental phenotypes might be attenuated by the buffering capacity of developmental processes inherent to plants [71].

The dual role of H1 is unveiled by the several hundred of H1-sensitive loci for which chromatin organization has a prime contribution with respect to transcriptional control. Gene upregulation in *3h1* correlated with a notable nucleosome enrichment in the gene body but not at the upstream elements. Yet, whether this average increased coverage effectively associates with high transcriptional rates or whether it is contributed by a fraction of cells harboring silent loci cannot be resolved in bulk tissue profiling. Possibly for these loci, increased nucleosome mobility provides a chromatin template favorable for transcription and/or unfavorable to propagate repressive epigenetic marks, as suggested by compromised H3K27me3 maintenance in *3h1*.

### A new connection between H1 and epigenetic reprogramming

To a certain extent, chromatin organization and properties in *Arabidopsis 3h1* mutant nuclei are reminiscent of a pluripotent chromatin state described in different plant cell types and studies: (i) chromatin decondensation and reduced H3K27me3 abundance resemble the chromatin status of H1-depleted spore mother cells (SMC) at the somatic-to-reproductive fate transition [25, 72]; (ii) heterochromatin decondensation and redistribution of epigenetic marks such as those observed in H1-depleted nuclei are hallmarks of in vitro de-differentiated cells and at flowering transition [73, 74]; and (iii) high chromatin mobility in H1-depleted chromatin is reminiscent of the chromatin state in meristematic cells [50].

These collective observations allow to propose the hypothesis that H1 depletion contributes to reprogramming of the chromatin landscape at the structural and epigenetic level in plants cells undergoing fate reorientation as in the cases mentioned above. In support of this hypothesis, which of course calls for further investigations, the stark decrease in H3K27me3 levels in H1-depleted chromatin such as in *3h1* plant cells or in wild-type SMC [25, 72]. H3K27me3 is notoriously associated with the memory of epigenetic states and contributes gene expression reprogramming during cell pluripotency acquisition and differentiation in animal and plants [38, 75–78]. Interestingly, H1 depletion in mammalian cells, while moderately affecting global transcriptome patterns as here in *Arabidopsis*, affects more particularly pluripotency genes [79].

In addition, and consistently with our proposal, the developmental phenotypes observed in *3h1*—including delayed release of seed dormancy, precocious flowering, deregulated lateral root and root hair initiations, and the control in stomatal spacing—are reminiscent of phenotypes arising in PRC2 loss-of-function mutants with altered H3K27me3 levels [38, 80–85].

The influence of H1-mediated chromatin structure on H3K27me3 levels is a conserved feature in plants (as shown by our study) and in animals [10] although this may be cell type-dependent [13]. An explanation for this may be a substrate preference of the PRC2 complex to H1-containing nucleosomes as shown for the animal EZH2 subunit in vitro [86] leading presumably to a more efficient propagation of H3K27me3 in chromatin states structured by H1 in vivo. Conversely, H1-depleted cells may inefficiently propagate H3K27me3 landscapes, which over numerous divisions may lead to drastic loss, as measured in (terminally differentiated) plant tissues (this study) and in mouse tissues [10]. Involving H1 in H3K27me3 maintenance rather than the establishment is a hypothesis supported by the observation that H1-depleted plants are not impaired in basic growth, nor organogenesis or body patterning processes, but, instead, show altered controls of developmental and cellular transitions normally modulated by PRC2.

## Conclusions

This work explored for the first time the functional relationship between fine-scale chromatin organization at the molecular and spatial levels, transcriptional control (Fig. 5), and phenotypic impact in *Arabidopsis*. Our analyses of the impact of H1 depletion in *Arabidopsis* unveil a remarkable evolutionary convergence of H1 function in plant and animal kingdoms despite a diversification of the H1 variants family [87]. In *Drosophila* and mammalian cells, H1 depletion generates large-scale chromatin alteration including blurring of topological domains, relaxation of nucleosome distribution periodicity, and impaired propagation of the epigenetic marks [10, 88–90]. In *Arabidopsis*, the misregulation of a small proportion of genes in the absence of H1 is intringuing when considering the massive structural chromatin alterations. While it suggests conserved functional principles for H1, it also unveils a dual, causal relationship between transcriptional controls and H1-mediated chromatin organisation. Our findings prompt revisiting the common view that chromatin compaction and nucleosome density influence gene expression in a major way. This idea may only hold true for a subset of H1-sensitive genes and TEs. But generally, transcriptional regulation remains epistatic to H1-mediated chromatin organization for a majority of heterochromatin and euchromatin loci. Based on these findings, we propose that chromatin organization in the absence of H1 loses versatility and is less prone to rapid reprogramming at the structural, epigenetic and transcriptional level. This property is not challenged under controlled growth conditions hence requires testing in modular and variable environments. We suggest a working model, in which linker histones act as fine-scale chromatin architects with a dual function in (i) the facilitation of transcriptional reprogramming (in development or under environmental cues) and (ii) securing stable transcriptional landscapes buffering against variability. Our findings echo with recent models in mammalian cells implicating higher-order folding chromatin topology as an independent route influencing transcriptional dynamics [57] and in facilitating transcriptional robustness in differentiation [70].

## Methods

### Plant materials and growth conditions

The *Arabidopsis thaliana* plants used in all experiments were in the Col-0 background unless it is specified otherwise. The *h1.1h1.2h1.3* (*3h1*) mutant was described before [25, 28]. The snapshots from RNAseq reads of H1 variant expressions in *3h1* and wt are presented in Additional file 1: Figure S17. The mutant showed no detectable levels of H1 in immunostaining experiments [25] and in Western blot (www.agrisera.com/en/artiklar/h1-histone-h1.html). Complemented mutant lines were generated by transforming *3h1* via floral dip method [91] with H1-tagged variants (prom. H1.1::H1.1-RFP, prom. H1.2::H1.1-(G/C) FP, prom. H1.3::H1.3-GFP) described previously [25, 28]. The *3h1* was complemented with either two main (H1.1, H1.2) or all three H1 variants to generate the following lines: *3h1-comp*^*1,2*^*= h1.1h1.2h1.3;H1.1-RFP;H1.2-GFP* (line #KR276), *3h1-comp*^*1,2,3*^ = *h1.1h1.2h1.3;prom. H1.1::H1.1-RFP;prom. H1.2::H1.2-CFP*;prom. H1.3::H1.3-GFP (lines #KR264 and #KR265). For FRAP experiments, the UBQ10::H2B-RFP [48] was crossed with *3h1*, and in the subsequent generations, by genotyping the *3h1*/UBQ10::H2B-RFP and wt segregants were identified.

Seeds were surface sterilized and rinsed in sterile water before transferring onto germination medium (0.5× MS medium, 0.8% agar). They were placed on the medium using toothpicks to ensure a uniform distribution, stratified 2–4 days at 4 °C, and transferred into a plant growth incubator (Percival, Germany) with long-day photoperiod (16 h, 22 °C day/8 h, 18 °C night) and light flux around 120 μM s^−1^ m^−2^ for routine experiments. Growth of calli and scoring of lateral root production were tested under continuous light (light flux around 100 μM s^−1^ m^−2^, Aralab FitoClima 1200). When the flowering stage was necessary, the 10-day-old seedlings were transferred into the soil and grown at 19–21 °C with a 16-h day/8-h night photoperiod.

### Chromatin analyses and immunostaining

The nuclei area, heterochromatin (RHF, CCs), and immunostaining analyses were carried out essentially as described [92] with minor modifications. The nuclei were isolated from rosette leaves of 3–4-week-old seedlings; per extraction, five leaves were fixed during 20 min under vacuum in a fresh 4% formaldehyde solution prior to isolation and resuspension of the nuclei in a final volume of 1 mL nuclei isolation buffer (NIB). DAPI was added at a concentration of 0.1 mg/mL for flow sorting according to DNA content. Diploid (2C) nuclei have been flow-sorted using a BD FACSAria IIIu flow cytometer with a 450/50-nm filter (405 nm laser), equipped with a 100-μm nozzle and 25 Psi pressure. The nuclei were collected in 200 μL of NIB before spreading on Superfrost plus slides (1000 nuclei per slide) and stored at 4 °C until use. Mutant and wild-type plants were grown and processed for nuclei isolation and immunostaining in parallel.

For heterochromatin analysis, the slides were rinsed in SSC2X then PBS before staining with DAPI 1 μg/mL in Vectashield (Vector Laboratory). For immunostaining, the protocol essentially followed previously described steps [92]. As primary antibodies, rabbit anti-Histone H3 (Abcam; ab1791), anti-Histone H1 (Agrisera; as111801), anti-H3K27me3 (Active Motif; 39155), anti-H3K27me1 (Abcam; ab113671), antiH3K4me3 (Abcam; ab8580), anti-H3K9ac (Abcam; ab10812), and anti-H3K9me1 (Abcam8896) were used at a dilution of 1:200 and incubated at 37 °C for 1 h. As secondary antibody, Alexa Fluor 488-conjugated goat anti-rabbit IgG (Molecular Probes; A-11008) was used at a dilution of 1:1000 and incubated for 2 h at 37 °C. The nuclei were counterstained for DNA with propidium iodide (PI).

Sixteen-bit images were acquired using a Leica TCS SP5 confocal laser scanning microscope (CLSM) (Leica Microsystems, GmBH, Germany) using a × 63 GLY lens (NA 1.4) for heterochromatin and immunostaining analyses. Exposure times, illumination intensities, zoom factor, scanning speed, and pinhole were kept identical for the image series in an experiment. For RHF measurements, signal intensities were recorded in manually drawn ROIs capturing chromocenters and normalized over the whole nucleus intensity using Fiji [93]. For immunostaining, the signal intensities for antibodies were normalized against PI levels. Graphs were plotted in Excel, and the data were statistically assessed using a Student *t* test (unpaired, unequal variance) for comparing wild-type and mutant samples.

### Fluorescence in situ hybridization and 3D image processing

#### FISH analysis of leaf nuclei

The nuclei were isolated from leaves of 35-day-old rosettes grown under a 16-h/8-h photoperiod. Nuclei extraction and embedding in acrylamide gel pads on the slide were done as described [42]. Centromeric and 45S rDNA repeats were detected by FISH using pAL1 and pTA9 to generate DNA probes, respectively [39]. FISH was done as described [42] with the following labeling kits and fluorescent immunolabeling reagents: DIG-Nick (Sigma Aldrich, 11745816910), mouse IgG anti-DIG (1:250, Sigma Aldrich, 11333062910), goat IgG anti-mouse IgG~Alexa 488 (1:200, Life Technologies, A11001); Biotin-Nick translation kit (Sigma Aldrich, 11745824910), Biotinylated Anti-Avidin D (1:250, Vector Labs, BA-0300), and Texas Red Avidin D (1:1000, Vector Labs, A-2006). The nuclei were counterstained for DNA with DAPI in Vectashield (Vector Laboratory). FISH signals in 3D nuclei were imaged using Stimulated emission depletion (STED) microscopy (Leica SP8R WL 3xSTED, Leica microsystems, Germany).

#### FISH analysis of cotyledon nuclei

The nuclei were isolated from dissected cotyledons of 5-day-old seedlings grown under a 16-h/8-h photoperiod. Nuclei extraction, fixation, and hybridization with pAL1-derived and F28D6-derived (180-bprepeats) probes [39] were performed as previously described [94]. The slides were washed and mounted in Vectashield with 2 μg/μL DAPI, and image acquisition was performed as in [94].

### Nuclei isolation for MNase-seq

The nuclei were isolated from 3-week-old seedlings frozen in liquid nitrogen as previously described [95] with the following modifications: after resuspending in HBB, the nuclei were applied to a layer of HBB with 40% Percoll (GE Healthcare); centrifuged at 1000*g*, 6 min; resuspended in HBB; applied to 40/75% Percoll gradient; centrifuged at 400*g*, 40 min; collected; and washed three times with HBC. The integrity of the extracted nuclei was monitored using DAPI staining and fluorescence microscopy. The quantity of nuclei was measured by qPCR with primers targeting nuclear DNA.

Digestion was performed by incubating the nuclei suspended in DB buffer (16 mM Tris-HCl pH = 7.6, 50 mM NaCl, 2.5 mM CaCl_2_, 0.01 mM PMSF, 1× Complete EDTA-free Protease Inhibitors (Roche)) with 1.5 μL (final concentration 0.3 U/μL) of micrococcal nuclease (Thermo Fisher), and 2 μL (final concentration 0.2 U/μL) of RNase A (Thermo Fisher) at 8 °C for 90 min with gentle mixing. The reaction was stopped by adding an equal volume of 2× Lysis buffer with EDTA (100 mM Tris-HCl pH = 8, 200 mM NaCl, 50 mM EDTA, 1% SDS). The samples were lysed by incubation at 37 °C for 60 min with shaking (1000 rpm). DNA was purified using phenol-chloroform extraction, precipitated with isopropanol and sodium acetate, and resuspended in water.

DNA was size selected by electrophoresis on 2% agarose gel with 1× TAE buffer with SYBR Gold (Invitrogen) stain. The mononucleosomal band was excised, frozen, and squeezed by 3 cycles of spinning and rehydration on centrifuge column. DNA was purified and concentrated using Agencourt AMPure XP beads (Beckman Coulter). Barcoded libraries were synthesized from 100 ng of mononucleosomal DNA using Ion Xpress™ Plus gDNA Fragment Library Preparation Kit and Ion Xpress™ Barcode Adapters. DNA was end-repaired prior to adapter ligation and size selection, and amplification steps were omitted. The resulting libraries were quantified with Ion Library Quantitation Kit, pooled, and used to prepare the template by clonal PCR with Ion PI™ Template OT2 200 Kit v3 on Ion OneTouch™ 2 System. Sequencing was performed on Ion PI™ chip v2 and Ion Proton™ sequencer using Ion PI™ Sequencing 200 Kit v2 (all Ion Torrent kits and software are trademarks of Thermo Fisher).

### FRAP imaging and data analyses

A *promUBQ10::H2B-RFP* marker [96] was introgressed in *3h1*-mutant plants by crossing. Both wild-type and triple-mutant segregants were analyzed. Measurements were done on the root tips of 2-week-old seedlings grown as previously described. One sample was prepared at a time: the root was excised and delicately mounted (i.e., without squashing) in 0.5× MS between the slide and coverslip (precleaned with EtOH), sealed with transparent nail polish, and let to equilibrate upside down for 10 min on the microscope platform before measurements. The imaging chamber was set at a constant temperature of 20 °C (higher/fluctuating temperatures induce nuclei juggling). Bleaching and imaging were done using an APO PL × 40 oil immersion objective, NA 1.3, over a single plane capturing an optical section of ~ 2 μm encompassing a single nucleus (pinhole opening to 5 AU) with a 256 × 256 pixels image format, threefold zoom factor. Bleaching was performed in euchromatin within ROI of 1 μm diameter using five or more pulses until near-total bleach was obtained (Argon laser at 80% power, 100% transmission in 488 nm), and post-bleach images were recorded using 5–7% laser transmission for excitation, in a series of 10 time points, 1-s interval, followed by 10 time points, 60-s interval. For analyzing the fluorescence recovery, images were first corrected for nuclear drifts occurring during acquisition, using a rigid registration approach in Fiji ([93], plugin/registration/stack reg/rigid transformation). When a single image captured several nuclei, single nuclei were cropped for registration and analysis. Fluorescence measurements were done on the bleach ROI, a control ROI near and outside the nucleus, and over the whole nucleus. Calculation of fluorescence recovery was done as described in [50, 97] whereby the initial intensity was normalized at 1 for each image before average calculation.

### TEM sample preparation, imaging, and image analysis

Seventy-nanometer tissue sections were prepared from 2-week-old seedling roots, using a high-pressure freezing/freeze substitution and uranyl acetate staining approach as described in details previously [46]. The sections from the elongation zone were selected for the analysis (i.e., meristematic zone was avoided), and nuclei pictures were consistently recorded from the epidermal layer at the 24,500-fold magnification yielding a resolution of 1 pixel = 2 nm in our setup. For the analysis, the square regions of interests (ROIs) of similar size (ca 800 × 800 ± 200 pixels) were captured in the euchromatin regions (i.e., excluding strongly staining chromocenters) for the analysis. We used a spatial pattern analysis approach that was previously validated to capture relevant structural features of chromatin organization in cancerogenous animal cells [45]. Spatial autocorrelation analysis delivers a mathematical model of chromatin density distribution for each ROI with respect to the physical length scales within which signal patterns (i.e., local objects of similar intensities) are repeated in a regular pattern (periodicity) [45]. We used a user-friendly graphical interface developed in Matlab for batch processing of multiple ROIs available at https://github.com/barouxlab/ChromDensityNano and described in details previously [46].

### Analysis of developmental transitions

#### Flowering time

Plants for flowering experiments were grown in the greenhouse or growth chamber under the long daylight regime. To avoid positional effect, different genotypes were always randomly arranged over the growth area. The number of rosette leaves was counted when the inflorescence was about 0.5 cm long. Three replicate experiments were conducted: replicate 1 was based on 40 to 50 plants depending on genotype as detailed in Additional file 1: Figure S1A; replicates 2 and 3 were based on 10 and 12 plants per genotype, respectively, as detailed in Additional file 1: Figure S1C,D.

#### Root length and lateral root scoring

Seedlings were grown vertically on square Petri dishes under a continuous light regime. The plates were scanned 8 days after germination to score for the number of lateral roots. Root (main and lateral) lengths were scored using manual vector tracing in Fiji, reported at scale [93]. For microscopic observations of lateral root primordia, 5-day-old seedlings grown under continuous light were fixed in 70% ethanol, rinsed once in sterile water, and mounted in water on microscope slides (five roots aligned/slide covered with 40 × 22 mm coverglass). Primordia were scored according to published developmental scale [98]. Graphs were plotted in R.

#### Root hair observations

Increased root hair number was visible under growth conditions as described above for lateral root scoring. The phenotype was however increased using MS medium supplemented with 5% sucrose, and this medium was used to take the micrographs in Fig. 1.

#### Stomata patterning

Fresh epidermal peals of 14-day-old cotyledons were mounted in water. Images of the adaxial surface were recorded with DIC microscopy, and stomatal clusters were scored following as described [99].

#### Seed dormancy

The experiment was designed as described previously [100] with minor modifications. Plants were grown in a growth chamber under long daylight regime with controlled humidity. Freshly harvested seeds were collected and stored under constant conditions. Around 180 seeds per plant were placed on a wet filter paper in a Petri dish and incubated in the growth incubator at 22 °C under long day light regime. After 3 days, the number of emerging radicles was counted. For the time point “day 1,” the seeds were used 1 day after harvesting. For the time point “3 weeks,” the seeds from the same batch were used 3 weeks after harvesting.

#### Callus induction

Cotyledons from 7-day-old seedlings grown under a 16-h/8-h photoperiod were excised, transferred onto callus induction medium (CIM, Gamborg B5, 0.05% MES, 2% glucose, 0.1 mg/L kinetin, 0.5 mg/L 2,4-D), and let to develop for 5 weeks under a 16-h/8-h photoperiod. Callus size (area) was determined from images using manually drawn contours in Fiji [93]. Graphs were plotted in R.

### Immunoblot analyses

Seeds were surface sterilized in 70% ethanol 0.05% SDS for 3 min and rinsed with 90% ethanol before drying and plating on MS medium supplemented with 0.5% sucrose and 0.9% agar. Eight-day-old seedlings were used for chromatin extraction protocol as described previously [101]. Forty micrograms of protein samples, as estimated by by Pierce BCA Protein Assay Kit (Thermo Scientific), was loaded on 14% LiDs Tris-Tricine gels and blotted onto Immobilon-P membranes (Millipore) before immunodetection using antibodies recognizing either unmodified histone H4 (Millipore #05-858) or H3K27me3 (Millipore #07-449), H3K4me3 (Millipore #07-745R), and H3K9ac (Millipore 06-942, lot: 31636). Chemiluminescent signals were detected and quantified using a LAS4000 luminescence imager (Fuji) in three biological replicates.

### RNA-seq and differential gene expression analyses

RNA was isolated using modified TRIzol method [102] in three biological replicates for wt and *3h1* from 3-week-old seedlings pooled and frozen in liquid nitrogen. Ribosomal RNA was removed using RiboMinus Plant Kit (Thermo Fisher), and ERCC RNA Spike-In Mix 1 (Thermo Fisher) was added. Libraries were prepared with Ion Total RNA-Seq Kit v2 and Ion Xpress RNA-Seq Barcode 1-16 Kit according to the user guide. Sequencing template was generated with Ion PI™ Template OT2 200 Kit v3 on Ion OneTouch™ 2 System. Sequencing was performed on Ion PI™ chip v2 and Ion Proton™ sequencer using Ion PI™ Sequencing 200 Kit v2 (all Ion Torrent kits and software are trademarks of Thermo Fisher).

Base calling and adapter trimming were performed automatically by Torrent Suite software. Residual rRNA and ERCC reads were identified and filtered out using bbsplit and filterbyname scripts from BBTools suite [103]. Reads were aligned to TAIR10 genome using TMAP 5.0.13. with soft clipping from both ends and returning all the mappings with the best score. Other settings were set according to Torrent Suite defaults. Unaligned reads were aligned with BBMap (Brian Bushnell).

Quantitation to ARAPORT11 transcripts was performed in Partek Flow (Partek Inc.) using Partek E/M (expectation-maximization) algorithm. This allows inclusion of multi-mapping reads into quantitation. The algorithm quantitates unique alignments first and then iteratively divides the value of each multi-mapping read between possible loci based on the quantitation value in their close vicinity. The quantitation was performed on gene level (one value per gene). The read counts were normalized by the trimmed mean of M values (TMM) method [104] followed by the UQ (upper quartile) method [105]. Differential expression analysis was performed with the Partek gene-specific analysis (GSA) algorithm. It is a sophisticated version of global linear model, fitting model of variables, and theoretical distribution of expression values to each gene independently. The model was allowed to use normal and log-normal distributions to fit to the data. For log-normal distribution, the “shrinkage” method was allowed. This method, published as limma Voom [106] is specifically designed for read-based quantitative studies with low replication. It works by calculating the average trend of gene values’ standard errors in relation to average gene expression levels. Next, the errors observed for each gene are normalized towards the trend. This approach was developed to reduce the occurrence of false-positive and false-negative rate of differentially expressed gene calls, especially in low replication studies and genes with low expression, where high or low dispersion of quantitated values can result from sampling effects. Pearson correlation between replicate samples is shown in Additional file 1: Figure S10B.

To divide *Arabidopsis* genes into quintiles of expression, the quantified values from Partek E/M algorithm (described above) were normalized using reads per kilobase of million (RPKM) mapped reads method [107]. The expression values were averaged across replicates. The genes with zero values of expression in each genotype were sorted into a separate group. 

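Expression was averaged over the 3 replicates of each genotype as RPKM for the 26511 genes with a known exon length. No count in any library of the genotype was found for 227 genes in wt and for 10 genes in *3h1*. Among all genes, 26570, 25183 and 26679 had a count in *3h1* replicates 1, 2 and 3, against 25787, 24861 and 25020 in wt. Replicate 2 of *3h1* lay within the wt range. The low number in *3h1* thus rests on replicates 1 and 3 and does not show that silent genes were switched on. Of the 26281 genes above 0 in both genotypes, 20017 (76.2%, 95% Wilson interval from 75.7 to 76.7%) fell into the same quintile in wt and *3h1*. A further 3283 genes were in a higher and 2981 in a lower quintile in *3h1*, and 167 genes (0.635%) were at least 2 quintiles apart. The share in the same quintile was 76.8% for genes in the lowest wt quintile, 62.4, 70.2 and 79.0% for the next 3 and 92.3% for the highest. Median RPKM in the lowest quintile was 0.200 in wt and 0.432 in *3h1*, and in the highest 13.4 and 15.0. The value of 0.432 averages over libraries that differed, since weakly expressed genes were raised in *3h1* replicates 1 and 3 but not in replicate 2. For scale, when quintiles were formed in single libraries, 66.7 to 69.0% of genes were in the same quintile for pairs of wt libraries and 63.6 to 70.1% for pairs of a wt and a *3h1* library. With genes of at most 1 summed count treated as not expressed, 706 genes in wt and 78 in *3h1* formed the separate group. The interval covers counting error only.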

The remaining genes were divided into quintiles based on the expression levels separately for wt and *3h1* datasets.

Boxplots were generated with tables of RPKM values using the “boxplot” function in R language.

To calculate the distribution of genes upregulated in *3h1* versus all genes in *Arabidopsis thaliana* genome across chromatin states, genomic coordinates for chromatin state (CS) locations across the genome were downloaded from published data [40]. The genomic coordinates for genes upregulated in *3h1* were taken from TAIR 9 to be consistent with CS coordinates. Then, for each gene, the percentage of overlapped chromatin states was calculated, and for the final graph, the summary of all analyzed genes was presented.

### MNase-seq data analysis

Base calling and adapter trimming were performed automatically by Torrent Suite software. Reads were aligned with TMAP 5.0.13. Soft clipping was turned off, end repair was allowed, and all alignments for multi-mapping reads were reported. Other settings were set according to the Torrent Suite defaults. Multi-mapping read positions were resolved using MMR [108] with default settings.

Peak calling was performed on reads reaching terminal adapter with length range between 147 and 220 nt using a set of custom-made Python scripts. First read centers were piled up, and then the highest coverage positions were selected using greedy algorithm. Ends of the longest read used to define a position were used as peak boundaries. A peak was called only if its boundaries were not overlapping those of the neighboring peak. NRLs were defined by calculating peak-to-peak distances from peak calling results. The frequency of distances was calculated as a percentage of all measurements and binned into three groups. Histograms were plotted in Microsoft Excel.

Quantile-normalized wiggle occupancy files were generated with DANPOS2 [109] using the dpos function with default settings. To avoid shifting of read positions (automatic procedure for single-end reads), the program was fed with “fake 75-nt paired-end” bed files, generated from both ends of alignments of fully sequenced reads. To create fake fragments, the genomic interval of each mapped read (single-end) was divided into two 75-nt intervals on opposite strands that were used to feed the Danpos algorithm as if those were paired-end data. This did not changed the informative, real read data content but enabled to circumvent a limitation of Danpos imposing read shifting for single-end reads, which is not appropriate for single-end sequencing of full fragments after MNase digestion. Using these “fake fragments,” we could thus switch off the read shifting function in Danpos for further data processing.

Wig files were converted to BigWig format using UCSC wigToBigWig [110] and used in deepTools [111] for plotting.

Nucleosome occupancy was calculated as the number of reads, adjusted to a length of 80 nt summed over bins of 10 nt, smoothed by 20-nt running window, and quintile normalized.

#### Filtering out Ler residual sequences

Despite series of five backcrosses after introduction of *h1.3*-mutant allele from L*er* background into our *h1.1h1.2h1.3* (Col-0) line, some residual L*er* sequences were still present, mainly neighboring the *H1.3* gene. To avoid interference from those sequences in our analyses, we identified their precise genomic coordinates using SNP and coverage analyses by comparing to sequenced genome of parent L*er h1.3* line. We used those coordinates to generate bed files and filter out all reads overlapping residual L*er* sequences using bedtools intersect [112].

## Additional files

Additional file 1: Supplementary **Figures S1–S17**.

Additional file 2: **Table S1.** Quantifications of chromatin cytology corresponding to Figs. 2, 3 and 4.

Additional file 3: **Table S2.** Transposable element (TE) expression in *3h1*. Available as an Excel table.

Additional file 4: **Table S3, Table S5, Table S6**. Classes of TEs upregulated in *3h1*; Gene Ontology (GO) analysis of genes which are misregulated in *3h1* mutant; Expression of histone modifying enzymes in *3h1*.

Additional file 5: **Table S4.** Gene expression in *3h1*. 

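The authors' deposited table of gene-specific analysis results gives for 23973 genes the ratio of *3h1* to wt with its p value and false discovery rate (FDR). In the authors' deposited table, 647 genes had p under 0.05 and a ratio over 2, and 98 genes were lower by the same thresholds. An FDR under 0.05 was given to 7 genes in the authors' deposited table, 6 of which were tested with edgeR here, and all 6 had an adjusted p value under 0.05 there as well. Of the upregulated genes of the authors' deposited table, 395 passed edgeR's filter on low counts, and 382 of these were upregulated in edgeR's test at the same thresholds. Of its downregulated genes, 70 passed the filter and 62 were downregulated in both. Across the 17453 genes in both, the log2 changes of the authors' deposited table and those of edgeR had a Spearman correlation of 0.998, computed across genes on the same counts. The 2791 genes of the count table that the authors' deposited table does not list had at most 17.5 counts summed over the 6 libraries.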

Available as an Excel table.

Additional file 6: Review history.

## Data Availability

The data for MNase-seq and RNA-seq discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [113] and are accessible through GEO Series accession number GSE113558 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113558) [114]. The image data used for cytological quantifications and FRAP analyses are available at https://figshare.com/articles/3h1_vs_WT_nuclei/8223977 [115]. The Matlab-script to analyze chromatin density distribution is freely available at https://www.github.com/barouxlab/ChromDensityNano.

## Abbreviations

*3h1*: Triple H1 knockout mutant *h1.1*, *h1.2*, *h1.3*
Col: Columbia (*Arabidopsis* accession)
CS: Chromatin state
FISH: Fluorescence in situ hybridization
H1: Histone H1
H3: Histone H3
H3K27me3: Histone H3 lysine 27 trimethylation
L*er*: Landsberg *erecta* (*Arabidopsis* accession)
PRC2: Polycomb-group Repressive Complex 2
TE: Transposable Element

# Supplementary material for: Linker histones are fine-scale chromatin architects modulating developmental decisions in Arabidopsis
**Source:** Genome Biol. 2019 Aug 7;20:157. doi: 10.1186/s13059-019-1767-3
**Supplement:** Supplementary file 1 — Supplementary Figures S1–S17.

# Figure S1

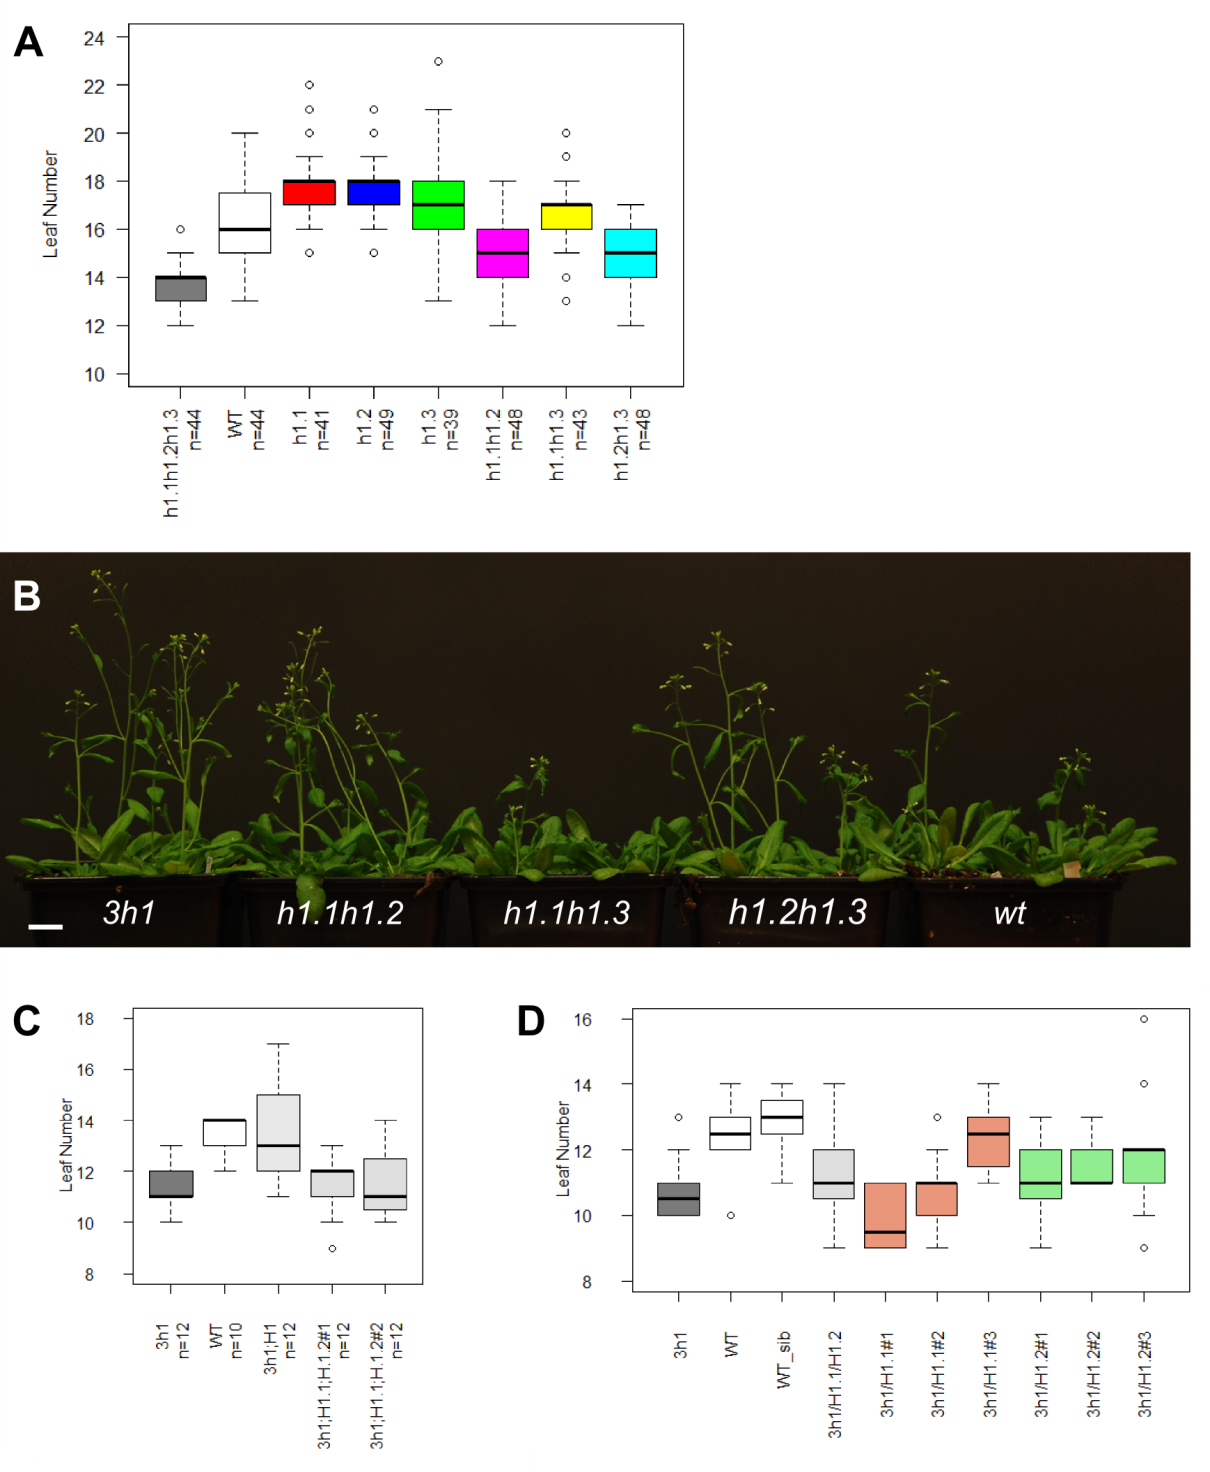

Figure S1. Flowering phenotype for *h1* mutants and complemented lines.

**D**

**(A, B)** Flowering phenotype in triple, double and single mutant combinations under long day conditions (16h day/8 h night): **(A)** Leaf number at bolting (~0.5 cm stem) and **(B)** 5-weeks old plants. For each genotype the number of 40 to 50 plants were used. The triple mutant shows an early flowering phenotype, as well as the double *h1.1h1.2* mutant albeit quantitatively less pronounced. The single mutants show normal flowering time demonstrating redundancy. *Scale bar: 2 cm* **(C, D)** Complementation assays using tagged H1.1, H1.2 and H1.3 variants: **(C)** the *3h1* early flowering phenotype is fully complemented by introducing all three H1 variants (*3h1;H1*, grey box), but poorly complemented in two H1.1 and H1.2 expressing lines (*3h1;H1.1,H1.2* lines #1 and #2, pale grey box). **(D)** in a third experiment, *3h1* was complemented with either H1.1 and H1.2 simultaneously (pale grey box), H1.1 only (red boxes) or H1.2 only (green boxes). In this experiment H1.1 and H1.2 could partially complement the early flowering phenotype but not the single variant, except for one line (*3h1;H1.1#3)* indicating a possible dosage effect.

WT= wild-type plant (Col-0), WT_sib= wild-type sibling segregants from *3h1.* The leaf number was calculated for 12 plants per genotype in (D) and “n” plants depending on genotype as indicated in the graphs (A, C).

# Figure S2

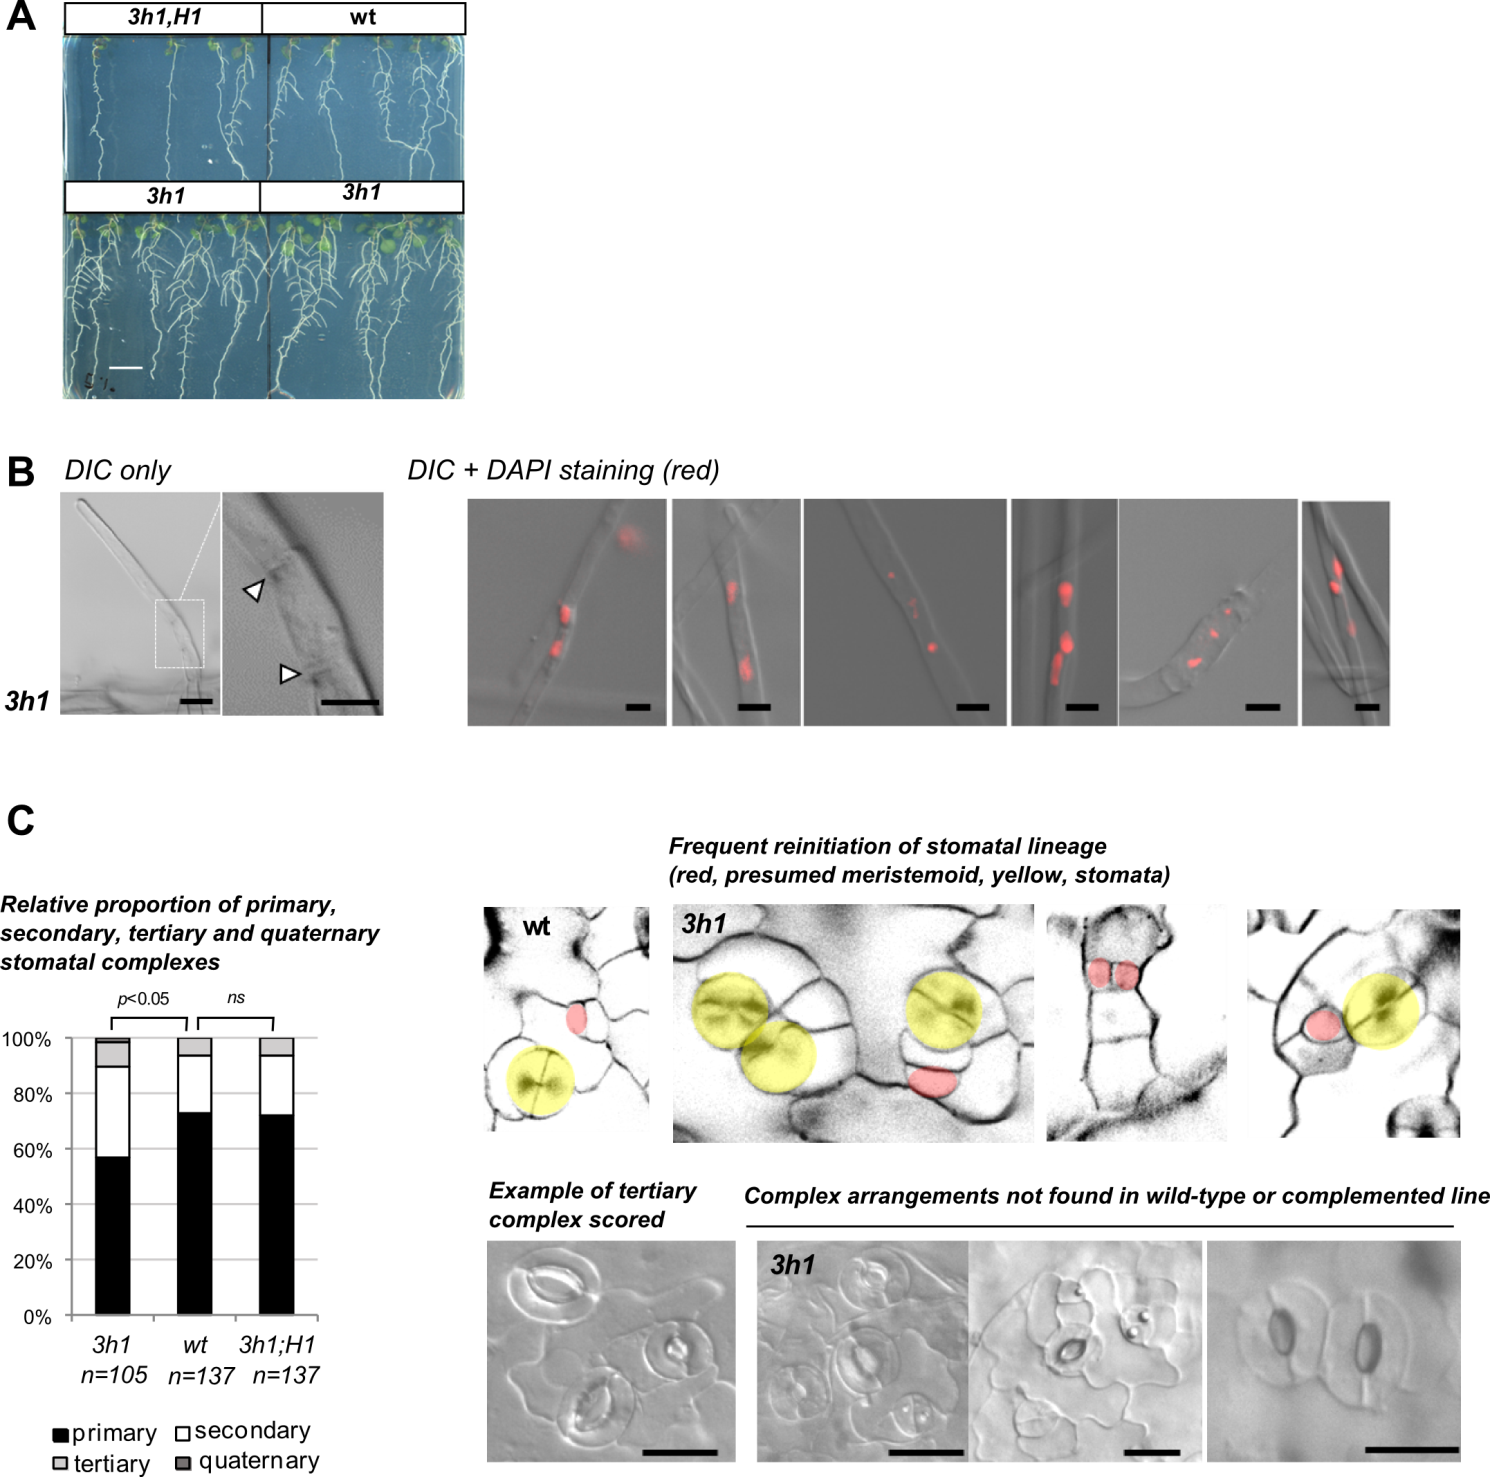

Figure S2. H1 is required for correct development of lateral root, root hair and epidermal stomata

This figure shows additional image and quantification material supporting Figure 1.

**(A)** Typical seedling phenotypes in *3h1, 3h1* complemented lines and wt showing differences in lateral root number – see Figure 1 for quantifications. *Scale bar: 1 cm* **(B)** Multicellular root hairs (see cell wall staining, Figure 1) in *3h1* mutant showing ectopic nuclei (DAPI staining, red). Multicellular root hairs were rare in *3h1* but never observed in wild-type. For each wt and *3h1* genotype, 72 seedlings (three weeks old) plated on three replicate plate, were observed under the binocular. The root hair phenotype in *3h1* was observed for 12 seedlings but not every single root hair has been inspected on each seedling, especially given the high density of root hairs in *3h1*. The seedlings were grown on MS complemented with 1% sugar under continuous light. *Scale bar: 10 µm* **(C)** Altered stomata spacing in *3h1* cotyledons generates a higher proportion of higher-degree stomatal complexes (graphs; *p-value*: χ2 contingency test; n = number of stomata complexes observed) and abnormal distributions. The images show representative examples of observations in *3h1* vs wt cotyledons upon cell wall staining (Renaissance, confocal microscopy imaging, upper panel) or without staining under DIC microscopy of cotyledon epidermal peels (lower panel). *Scale bar: 20 µm*. Seedlings 15 days after germination, adaxial side.

*Genotypes: 3h1,* triple mutant *h1.1;h1.2;h1.3*. *3h1*;*H1,* triple mutant complemented with the two H1 variants tagged with FPs*:* *3h1;prom.H1.1:H1.1-RFP; prom.H1.2::H1.2-GFP.*

# Figure S3

**
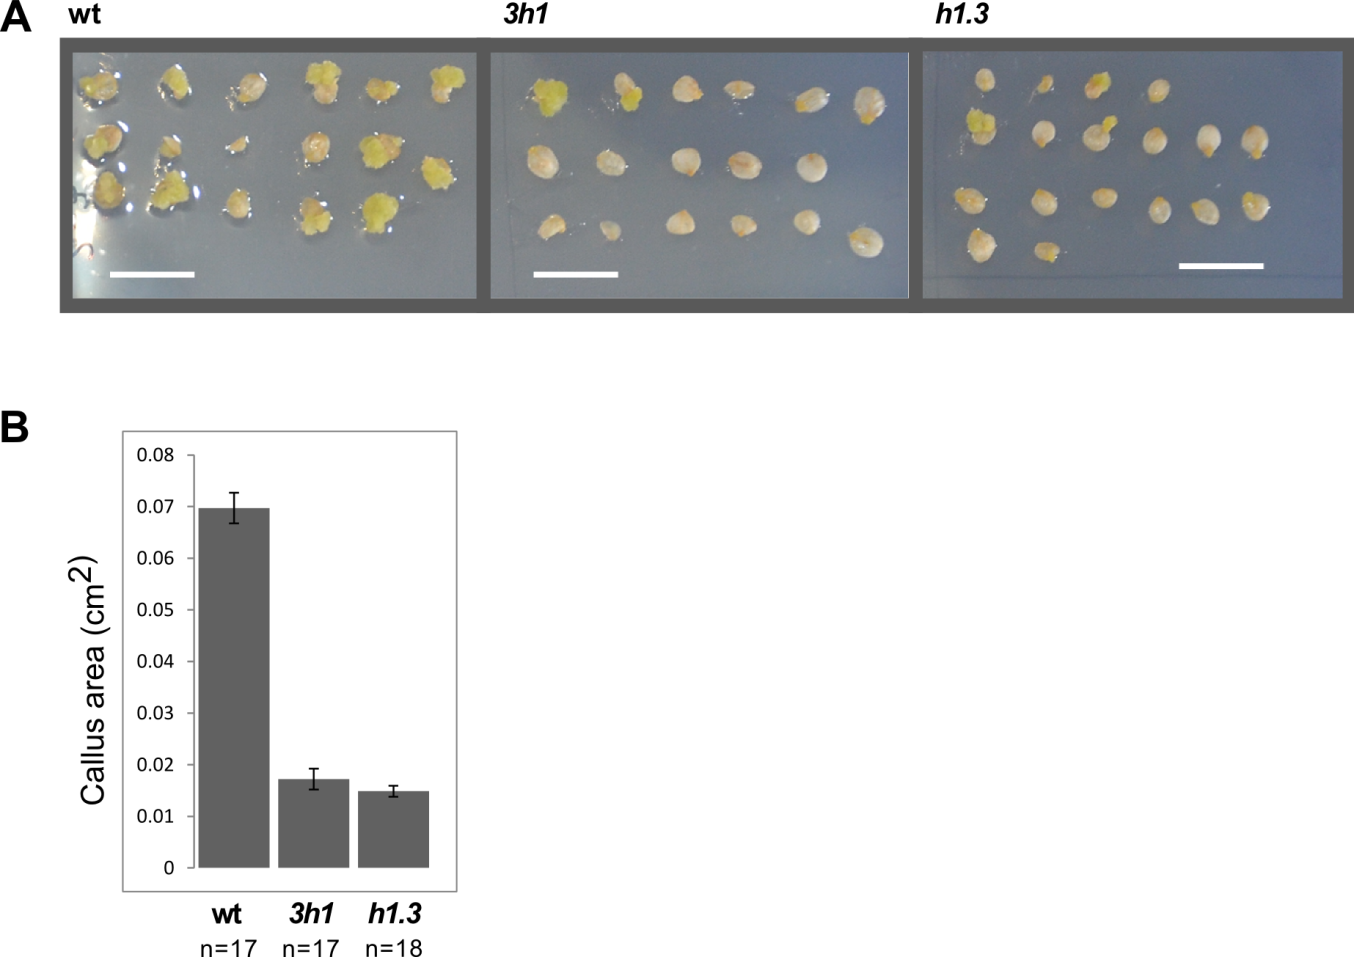
**

Figure S3. Callus formation efficiency in H1 deficient mutants is reduced.

**(A)** Comparison between callus formation in wt, *3h1* and *h1.3* 5 weeks after induction as described in the Methods. *Scale bar: 1 cm*. **(B)** Callus area (relative units) was measured for wt, *3h1* and *h1.3* with ImageJ. n, number of calli scored. The potted values are means. *Error bar: standard error of the mean (s.e.m)*.

# Figure S4

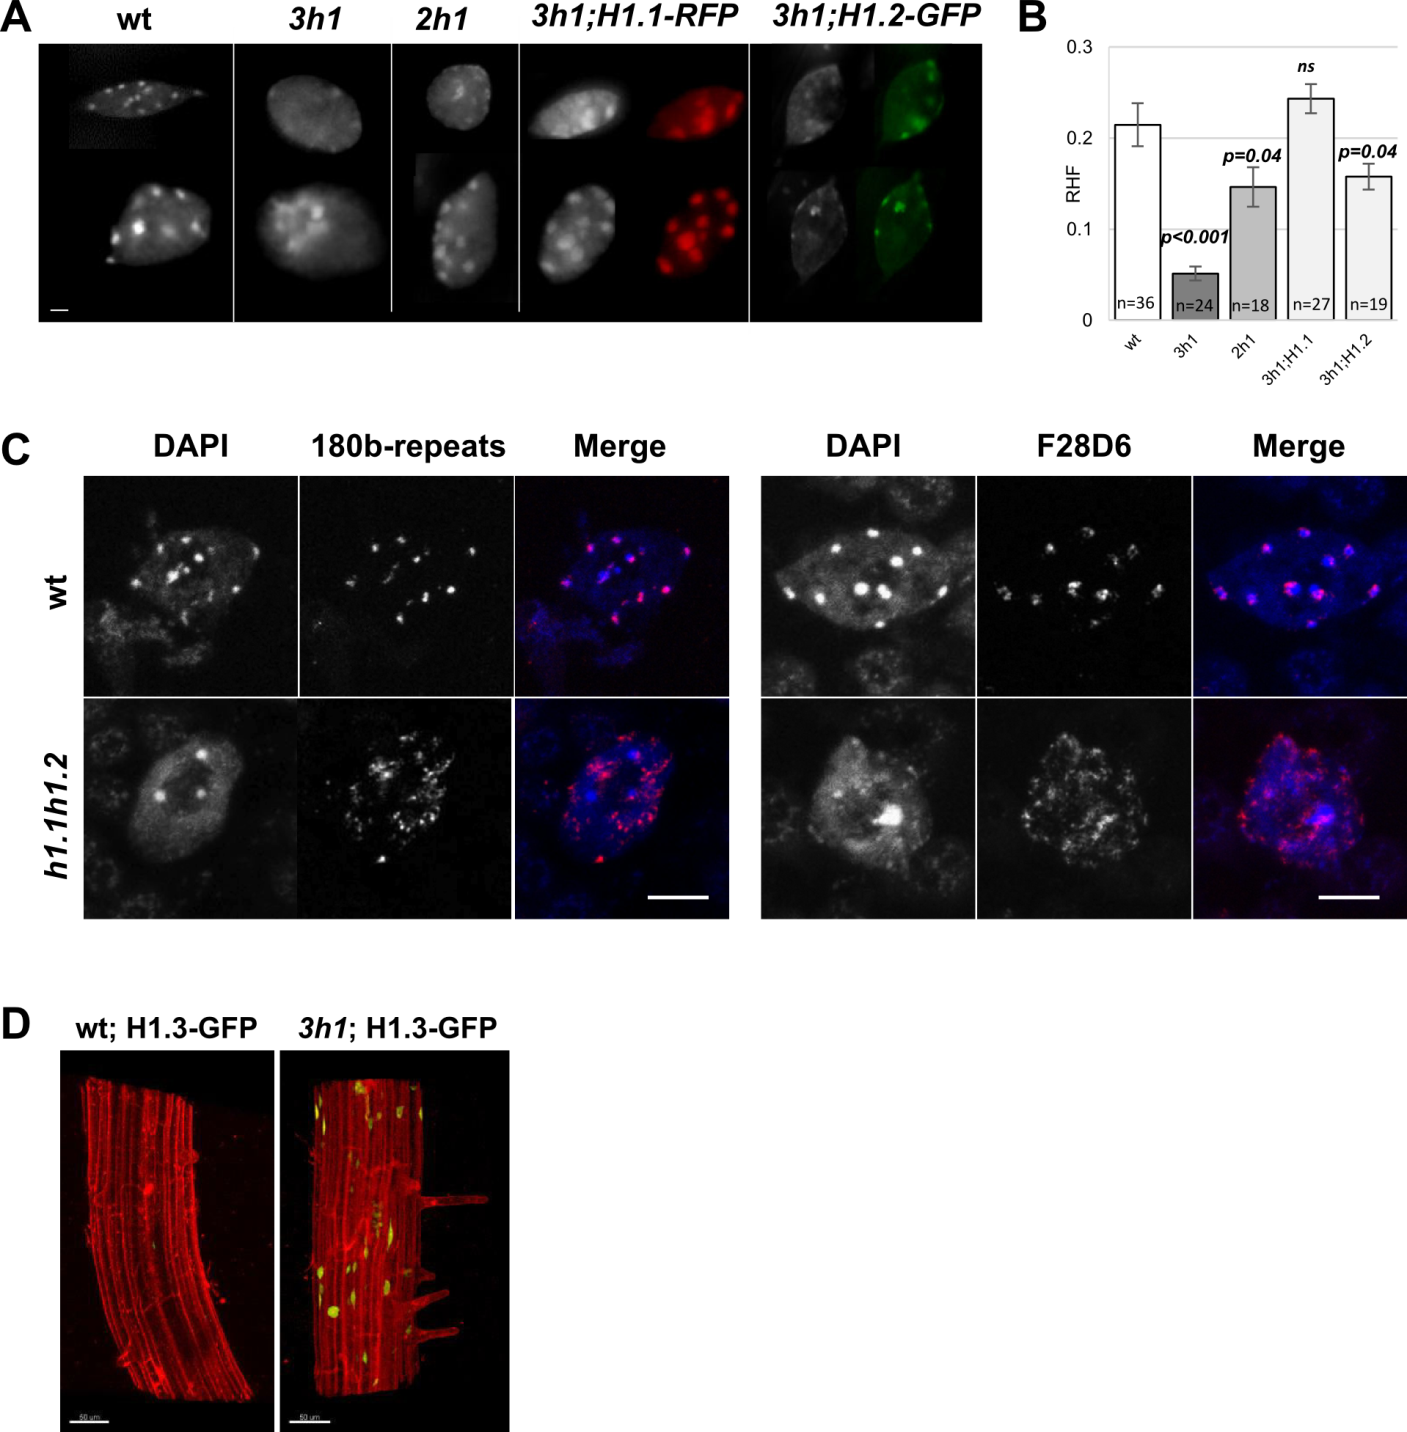

Figure S4. Compensatory effects of H1 variants in adult and embryonic tissues.

**(A-B)** Chromocenter formation in roots is dependent on H1.1 and H1.2 but not H1.3. **(A)** Typical root nuclei of 5 days-old seedling roots (in the epidermis of the differentiation zone) stained for DNA using DAPI and 1% sucrose in whole mount, in the triple mutant *h1.1h1.2h1.3* (*3h1*), double mutant *h1.1h1.2* (*2h1*), and triple 3h1 mutants complemented with either *H1.1* (*3h1;H1.1-RFP*) or *H1.2* (*3h1;H1.2-GFP*) vs wild-type (wt). Images are 3D projection from wide field epifluorescence image series. *Scale bar (the same for all images in A): 2 µm.* **(B)** Relative heterochromatin fraction (RHF) analyses from images as shown in (A) on replicate nuclei as indicated (n). The RHF loss of *3h1* measured in isolated leaf nuclei (Figure 2) is also found in root nuclei. The double *2h1* mutant shows no significant alteration. The RHF reduction in *3h1* is fully or partially restored by H1.1 and H1.2. *P-*values for t-tests against wt is indicated. *Error bar: s.e.m*. **(C)** Chromocenter formation is altered in *h1.1h1.2* mutant nuclei of embryonic cotyledons pointing out to a different chromatin composition and sensitivity to H1 loss compared to differentiated leaf or root nuclei from seedling and adult tissues. Images shows nuclei immunostained against centromeric regions with 180bp (centromeric) and F28D6 (pericentromeric) FISH probes and counterstained with DAPI. *Scale bar: 7 µm*. **(D)** Compensatory effects in *3h1* adult root tissues shown in (A) are correlated with ectopic expression of H1.3-GFP. The representative images show the early elongation zones, typical for elongated epidermal cells, in wt and *3h1* roots. As a side observation: root hairs seem to form earlier in *3h1*. *Scale bar: 50 µm*

# Figure S5

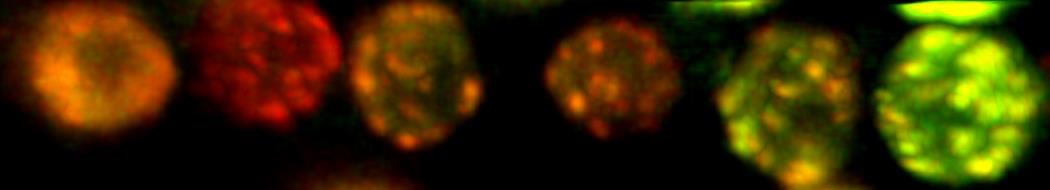

**H1.2-GFP**

**H1.1-RFP**

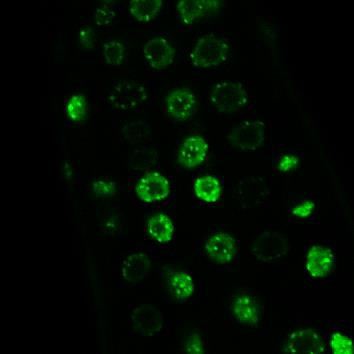

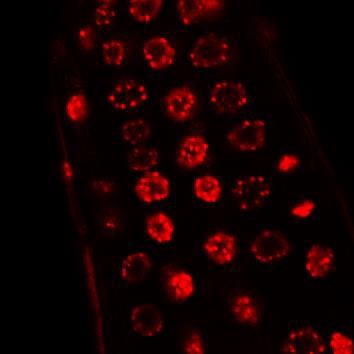

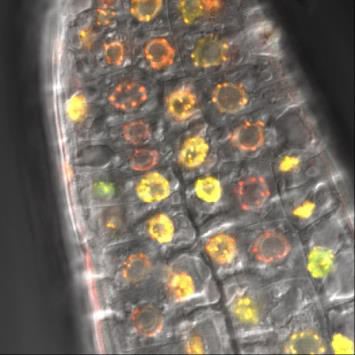

**H1.2-GFP**

**H1.1-RFP**

**A**

**B**

*differentiation*

**Figure S5. The H1.1:H1.2 relative ratio changes during cellular differentiation in root.**

**(A)** Snapshot (single plane, CSLM imaging) of a root tip co-expressing H1.1-RFP and H1.2 GFP (as indicated) in the *3h1* background overlaid with the DIC channel (right). **(B)** Representative nucleus series from a single root tip from the meristematic zone to the differentiation zone (3D projection of CSLM series).

# Figure S6

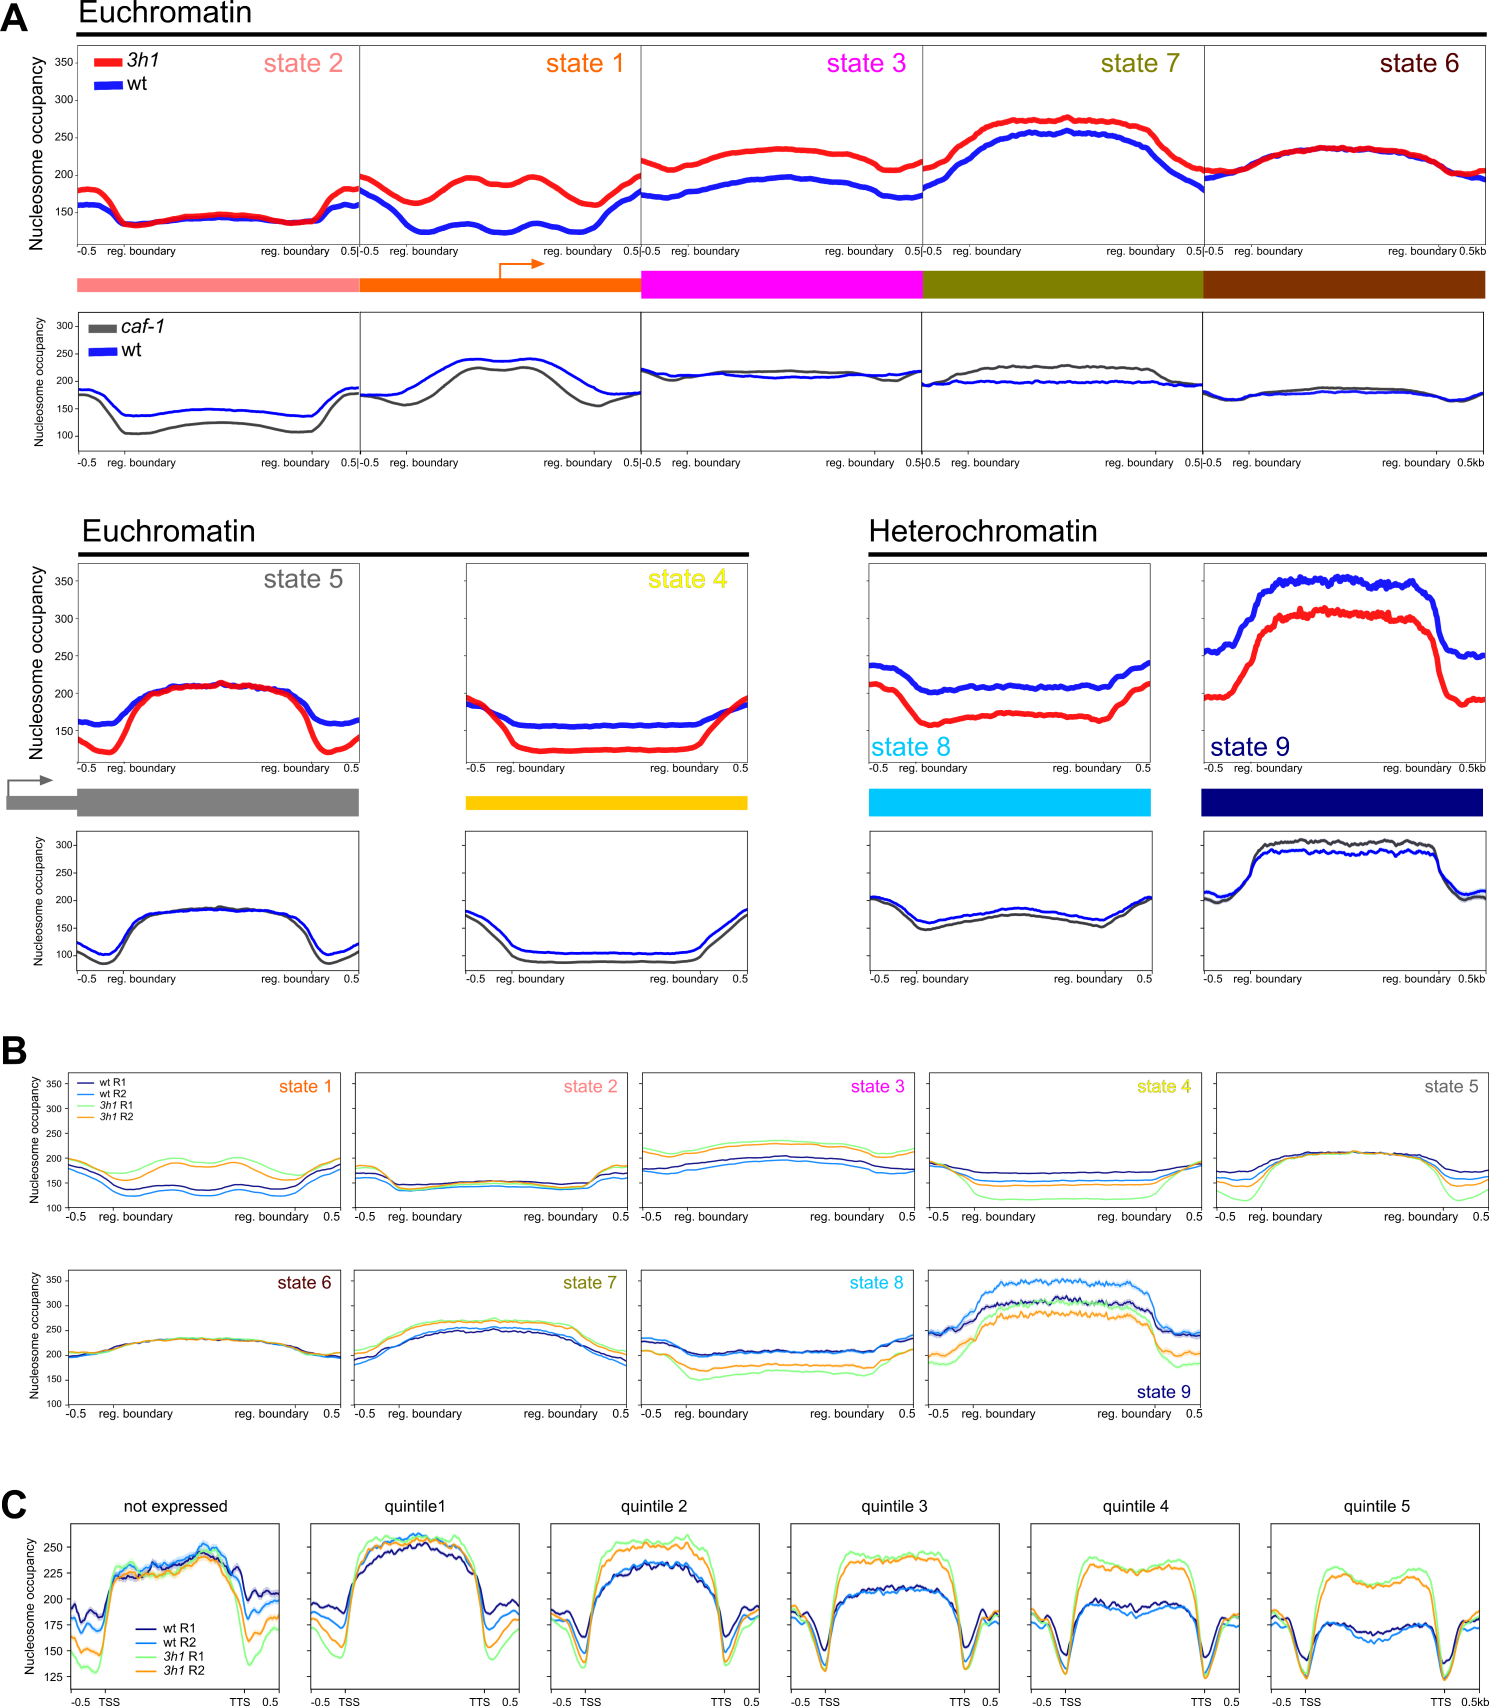

Figure S6. H1 regulates nucleosomal density with a different impact depending on chromatin states and its effect is distinct from that of the general chromatin remodeler CAF-1.

**(A)** Nucleosome occupancy quantified from MNase-seq profiles is shown per chromatin state (CS) as those defined previously (Sequeira-Mendes, Araguez et al. 2014) and after assigning each genomic regions to its more probable CS (see Methods). For ease of visualisation the CS are schematically represented along a typical coding unit, euchromatin or heterochromatin elements as proposed by Vergara and Gutierrez (Vergara and Gutierrez 2017). The plots above the genomic units show nucleosome occupancy in *3h1* compared to wild-type seedlings. The panel of plots below show nucleosome occupancy along the same units and CS in the CAF-1 loss-of-function mutant, in leaf tissue (Munoz-Viana, Wildhaber et al. 2017). The available MNase-seq data for *caf-1* and its corresponding control were processed in the same way as those generated for this study. Collectively, this analysis shows that the qualitative distribution of nucleosomes is maintained in *3h1* (red) compared to wt (blue) for each CS. However, the changes in nucleosome density at CS boundary and within the core CS element either gain (CS2, CS4, CS8, CS5) or looses (CS1) contrast in *3h1* indicating that the absence of H1 alters the segmentation of chromatin states. In contrast, loss-of-function of the general chromatin remodeler CAF-1 regulating nucleosomal assembly diminishes moderately nucleosomal density only at states 1 and 2 while not affecting the profiles. **(B)** Nucleosome coverage is shown for each replicate sample per CS. **(C)** Nucleosome coverage is shown for each replicate sample generated in this study per gene expression quantile as discussed in the text and Figure 3.

# Figure S7

**A**

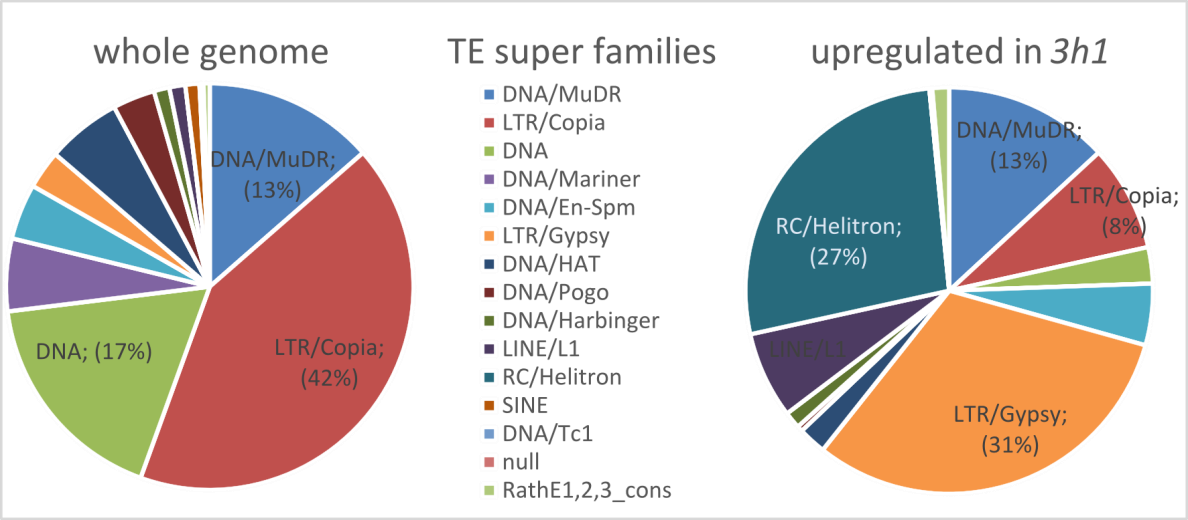

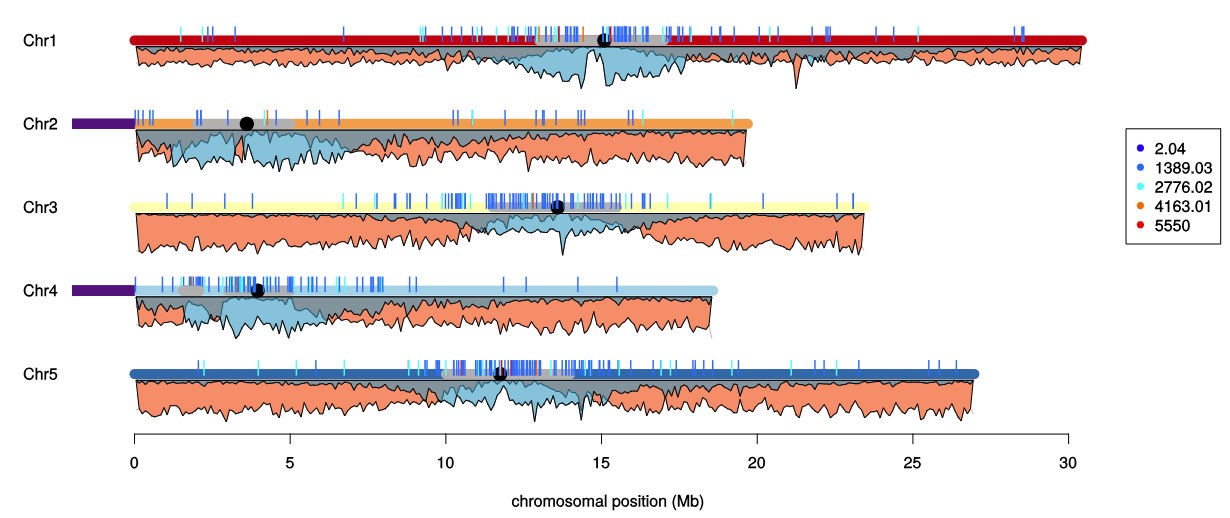
**B**

**Figure S7. Super families of TEs upregulated in *3h1* mutant.**

**(A)** The pie charts are based on the data from Table S3 (**Additional file 4: Table S3**). Upregulated elements represent only 1.5% of the all Arabidopsis TEs, are enriched in Helitron, Copia and Gypsy elements. **(B)** Distribution map of upregulated TEs in *3h1* showing mostly pericentromeric elements. The bars represent single elements, color coded for the fold change expression in *3h1*. The peak-and-valley profiles below each chromosome displays the relative enrichment in genes (orange) and TEs (blue). Graph computed in *R.*

# Figure S8

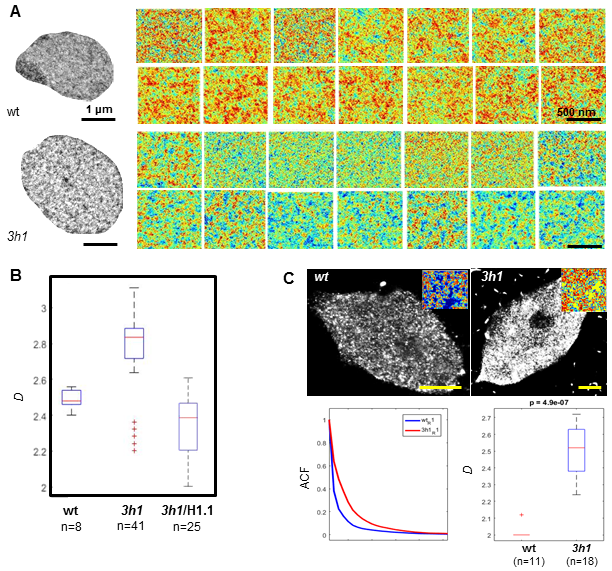

Figure S8. H1-depletion induces spatial dispersion of structural chromatin domains at the nanoscale level (complementary data to Figure 3).

**(A)** Typical TEM image of wild-type (wt) and triple mutant (*3h1*) nuclei (root epidermis) as shown in Figure 2 together with a series of representative regions of interest (ROIs) in euchromatin used for spatial autocorrelation function (ACF) analyses as described in the text and Methods. *Scale bar for images: 1 µm; scale bar for ROIs: 500 nm.* **(B)** Replicate experiment (TEM sample preparation, imaging and autocorrelation analysis) including a *3h1* mutant line complemented by H1.1-GFP (*3h1comp)* and showing the restoration of a wild-type level of the dispersion (*D*) of length scales in euchromatin. **(C)** The dispersion of nanoscale chromatin domains measured in TEM micrographs is confirmed on super resolution images (GSD imaging) of immunolabelled H3. Analysis as in Figure 2. Inset: 150 x 150 nm ROI as used for ACF analysis. *Scale bar: 2 µm*.

# Figure S9

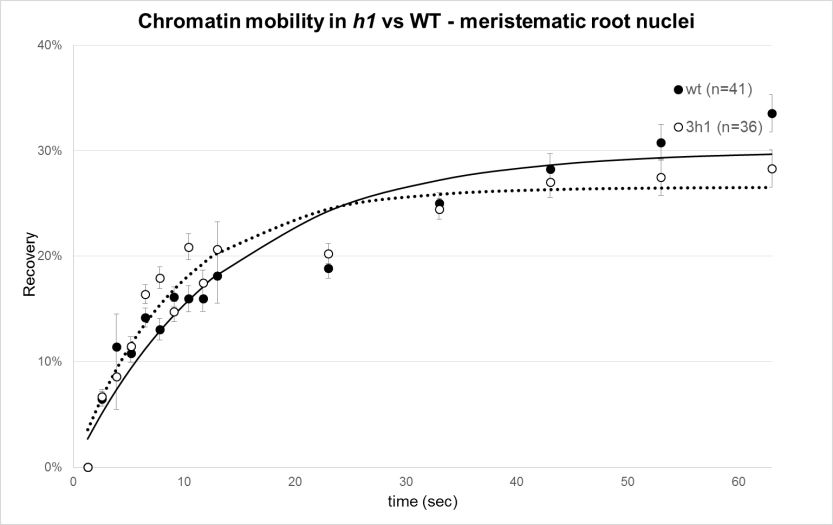

Figure S9. Chromatin mobility in meristematic nuclei is not affected by H1 depletion.

Fluorescence recovery after photobleaching (FRAP) in meristematic root nuclei in wild-type (wt) and *3h1* mutant. The graph shows a double normalisation, as done for Figure 3; see Methods. H1 depletion does not alter chromatin mobility in meristematic nuclei. Note that the recovery rate of H1-depleted differentiated nuclei (Figure 3) is similar to that of wt meristematic nuclei. *wt* are sibling segregants from *3h1* parental line. Number of analysed nuclei is indicated by “n”.

# Figure S10

**A**

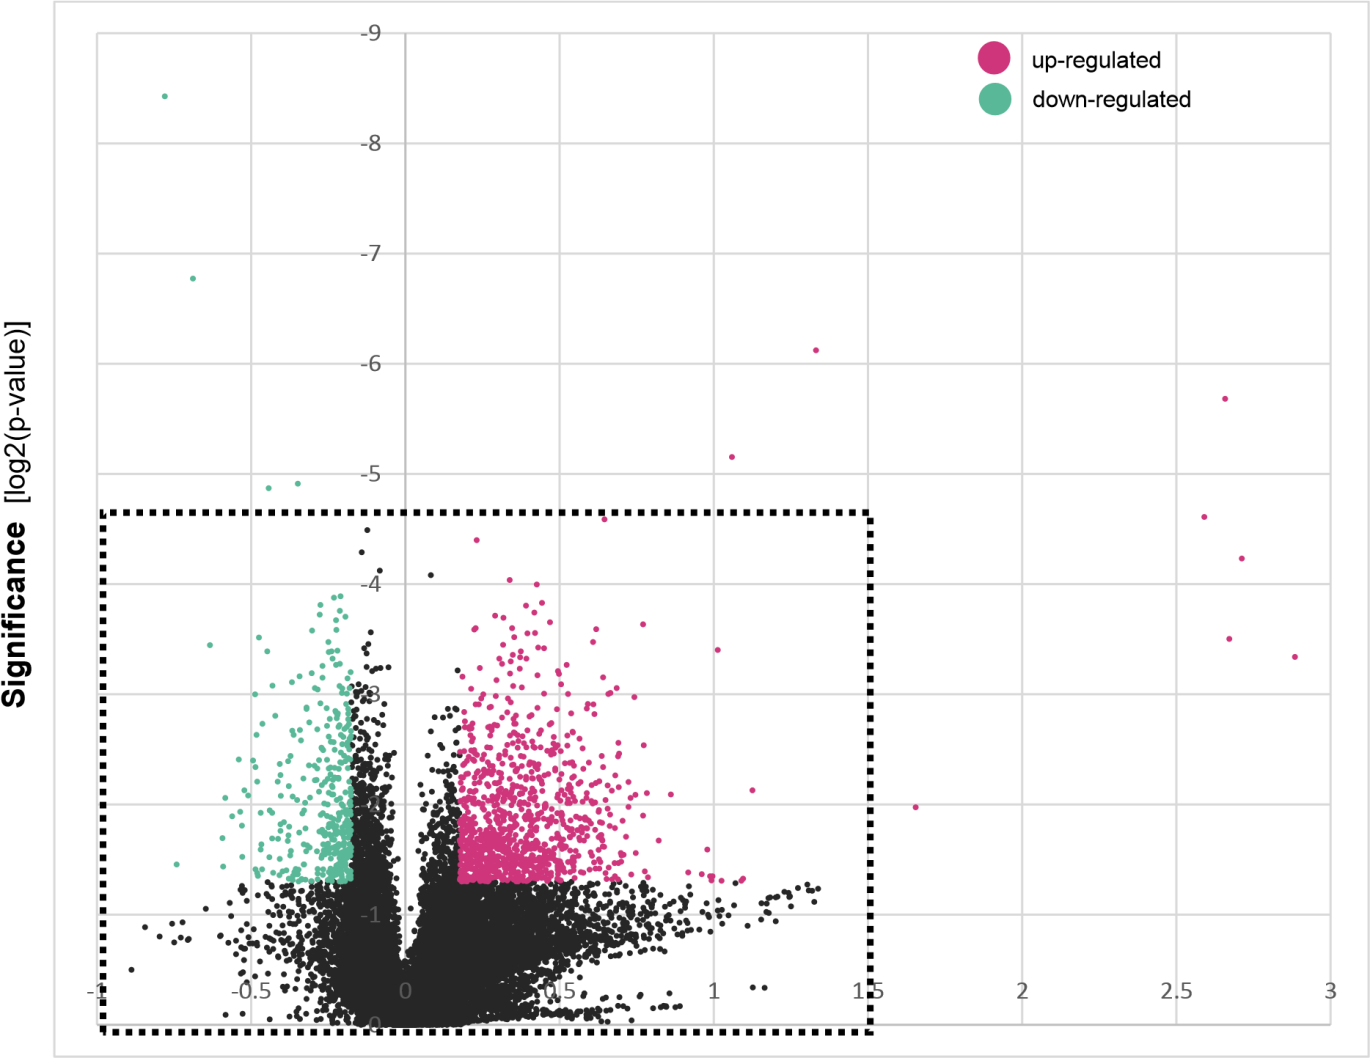

**log2(Fold change)**

**B**

|  | *3h1* R1 | *3h1* R2 | *3h1* R3 | wt R1 | wt R2 | wt R3 |
| --- | --- | --- | --- | --- | --- | --- |
| *3h1* R1 | 1 | 0.965326 | 0.968974 | 0.892405 | 0.984199 | 0.948114 |
| *3h1* R2 |  | 1 | 0.982557 | 0.951397 | 0.965333 | 0.98008 |
| *3h1* R3 |  |  | 1 | 0.933707 | 0.987749 | 0.954802 |
| wt R1 |  |  |  | 1 | 0.89707 | 0.964773 |
| wt R2 |  |  |  |  | 1 | 0.944673 |
| wt R3 |  |  |  |  |  | 1 |

**Figure S10. Gene expression changes in the *3h1* mutant compared to wild-type seedlings (full plot) and correlation analyses between replicates.**

**(A)** Volcano plot showing the significance of gene expression changes in *3h1* vs wt seedlings. Colored dots are genes significantly misregulated with a fold change of 2 or more and p-value < 0.05. This plot is the full version as the one presented in Figure 4 (cropped around the dashed box for display purposes).

**(B)** Pearson correlation coefficient between replicate samples (R1, R2, R3). 

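Across the genes with a known exon length, the Pearson correlation of log2(RPKM + 1) between libraries was from 0.960 to 0.969 for the 3 pairs of wt libraries, from 0.949 to 0.970 for the 3 pairs of *3h1* libraries, and from 0.9485 to 0.971 for the 9 pairs of a wt and a *3h1* library. Their means were 0.9635, 0.960 and 0.959, with an SD of 0.00471, 0.0106 and 0.00678. Libraries of the same genotype were thus no more similar to each other than libraries of different genotypes by more than the spread between pairs. The lowest correlation within a genotype was that of *3h1* replicates 2 and 3 (0.949). The value depends on the treatment of weakly expressed genes. With a pseudocount of 0.1 the mean over pairs of wt libraries was 0.9235, and over genes with at least 10 counts in every library it was 0.977. Over the 22475 genes above 0 in every library without a pseudocount, it was 0.362, because 255 of these genes had a count under 0.01 in at least 1 library. Without those genes the correlations were between 0.923 and 0.9535. These are correlations across genes, which are not independent replicates.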

The data were normalized by RPKM and log2 transformed.

# Figure S11

**Figure S11. Representation of chromatin states (CS) among the genes upregulated in *3h1* plants.**

The colored bars represent the relative distribution of chromatin states (CS1 to CS9 from left to right) in the *Arabidopsis thaliana* genome (gene coding regions, upper panel) compared to the distribution of CS among genes upregulated in *3h1* plants (lower panel, n=1095 genes, p-value ≤ 0.05 and fold change ≥ 1.5). 

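At an unadjusted p value of at most 0.05 and a fold change of at least 1.5, 782 genes were upregulated in *3h1* (edgeR's quasi-likelihood test). With the replicate number as a block, 652 were. The deviations of same-numbered libraries from their group means had a mean correlation of -0.102. The reference annotation, TAIR10.1, does not mark transposable element genes as a class. Annotated pseudogenes were therefore described, a class chosen after the annotation was seen. Of the genes upregulated in the authors' deposited table at a ratio of at least 1.5, 146 belong to this class. The paper counts transposable element genes and pseudogenes separately, and in its list the transposable element genes far outnumber the pseudogenes. The 146 genes therefore cannot be mostly the paper's pseudogenes and may largely be its transposable element genes. The rise of the class used here is thus not separate from a rise of transposable element genes. Among the 782 genes, 91 (11.6%) were annotated pseudogenes, whereas pseudogenes made up 565 of the 17453 genes tested (3.24%; odds ratio 4.50, two-sided Fisher's exact test over genes, p = 4.07e-27). At the thresholds of p under 0.05 and a fold change over 2, 78 of the 459 upregulated genes were pseudogenes (59 with the block), and 2 pseudogenes had an adjusted p value under 0.05. The median log2 fold change of the 565 pseudogenes was 0.46 and that of the other genes 0.0025. The rise differed between replicates. Compared with each wt library in turn, the median log2 difference of the pseudogenes was between 0.31 and 0.59 in *3h1* replicate 1 and between 0.69 and 0.99 in replicate 3, but between -0.29 and -0.034 in replicate 2.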

Among the 1095 upregulated genes, 142 are TE genes and 12 are pseudogenes (14% collectively). This might explain the apparent overrepresentation of CS9 among *3h1* misregulated genes (lower panel). CS6 also shows a slight overrepresentation but the remaining distribution is similar to that of the genomic distribution.

# Figure S12

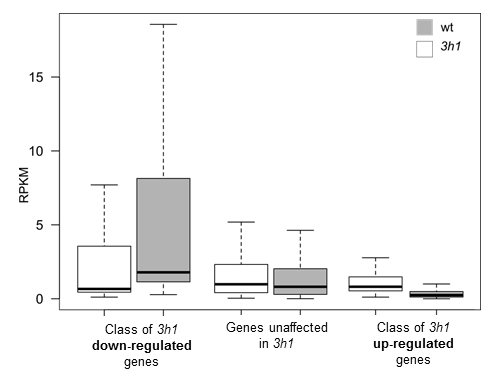

Figure S12. Up- and down- regulated genes in *3h1* correspond to gene categories with distinct expression strength in wild-type.

The graphs shows the mean expression level in RNAseq profiles for the classes of genes up- or downregulated in *3h1*, or unaffected*.* The graph shows a clear cut trend in gene classes with respect to their original expression strength in wild-type: *3h1* down-regulated genes represent a class of normally highly expressed genes in wild-type compared to the class of *3h1* up-regulated genes that represent a class of genes with low expression levels in wild-type. Average gene expression (RPKM) from 3 biological replicates for each group of genes: down-regulated in *3h1* (n=43), not-regulated in *3h1* (n=22557) and up-regulated in *3h1* (n=231); p-value ≤ 0.01 and fold change ≥ 1.5.

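At an unadjusted p value of at most 0.01 and a fold change of at least 1.5, edgeR's quasi-likelihood test gave 276 upregulated and 124 downregulated genes, with 17053 other tested genes. With the replicate number as a block, the numbers were 203 and 100. The deviations of same-numbered libraries from their group means had a mean correlation of -0.102. The exon length needed for RPKM was known for all 276 upregulated, 122 of the downregulated and 16839 of the other genes. The median expression in wt was 1.19 RPKM for the upregulated genes, 3.6 RPKM for the other genes and 11.8 RPKM for the downregulated genes, while the medians of the single wt libraries had an SD of 0.131, 0.374 and 0.507 RPKM, respectively (n = 3). In *3h1*, the medians were 3.20, 4.23 and 8.33 RPKM. In wt, upregulated genes thus had the lowest and downregulated genes the highest median. These classes were called on the same wt libraries. In wt replicates 1, 2 and 3, each left out of the calls in turn, downregulated genes had 11.0, 8.37 and 9.26 RPKM. The other genes had 3.77, 2.98 and 3.11 RPKM and upregulated genes 1.71, 1.76 and 1.53 RPKM, so the order was kept. Leaving out wt libraries cannot test whether extra reads on weakly expressed genes in *3h1* replicates 1 and 3 shaped the upregulated class. With classes at p under 0.05 and 2-fold, downregulated genes were below the other genes in the library left out. The order in *3h1* changed with the libraries used, since the upregulated genes were above the other genes in 3 of the 6 fits that each left out 1 library. At p under 0.05 and 2-fold, the medians in *3h1* were 2.26 RPKM for upregulated, 4.3 for other and 2.08 for downregulated genes. The upregulated and downregulated medians differed by less than the SD of the upregulated medians between *3h1* libraries (0.537 RPKM). In *3h1* replicate 2 the upregulated genes were lower, at 1.65 against 2.09 RPKM, so the lowest class in *3h1* was not settled. The quartiles in wt were 0.585 and 2.88 RPKM for the upregulated, 1.84 and 7.75 RPKM for the other and 5.00 and 33.0 RPKM for the downregulated genes, so the classes overlapped.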

# Figure S13

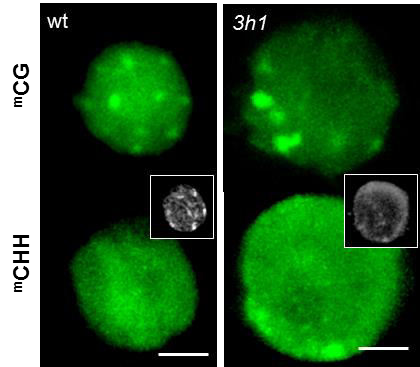

Figure S13. The nuclear distribution of CHH and CG is not drastically affected in *3h1* mutant nuclei.

Confocal imaging of root nuclei in 8 days old seedlings expressing the DynaMET reporters marking methylated DNA in the CG or CHH context as indicated (Ingouff, Selles et al. 2017). Cytological analysis of the methylation reporters do not show a significant overall reduction or massive redistribution in signal intensities in *3h1* compared to wild-type. The lower number of brightly staining foci in the mCG; *3h1* line is explained by the reduction of chromocenters in the mutant. For each wild-type and mutant lines, three independent seedlings have been analysed for distribution patterns in ca 30 nuclei per seedlings along the root (elongation to differentiation zone). *Scale bar 2 µm.*

# Figure S14
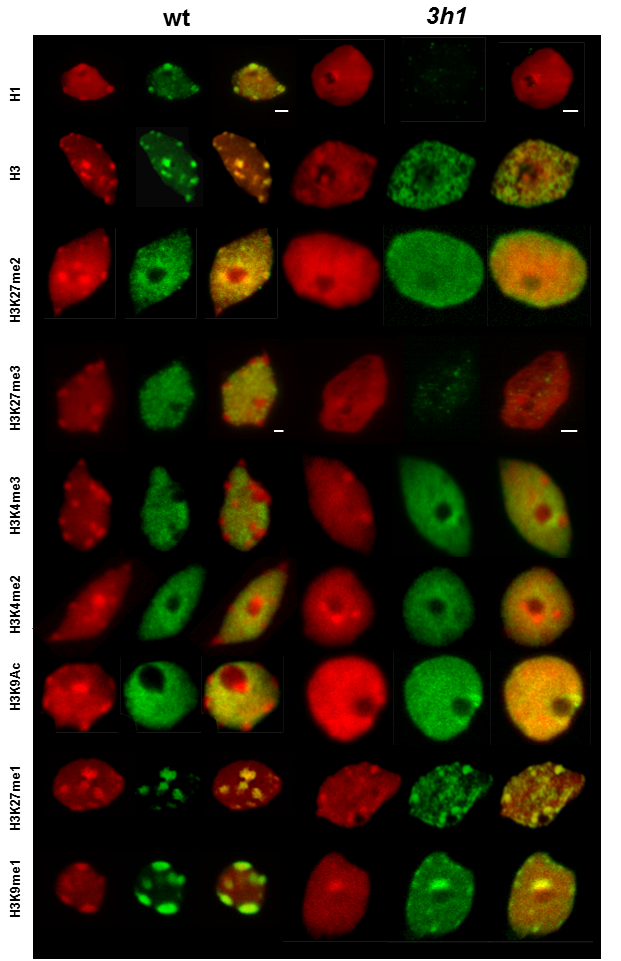

Figure S14. Representative panel of immunostained histone modifications and controls (H3, H1) in wt and *3h1* leaf nuclei.

Leaf nuclei were isolated by flow-sorting according to their 2C DNA content, fixed on slide and immunostained as described in the Methods (antibody = green; DNA counterstaining with Propidium Iodide = red). H1 and H3 immunostaining were used as controls. *Scale bar 2 µm.*

# Figure S15

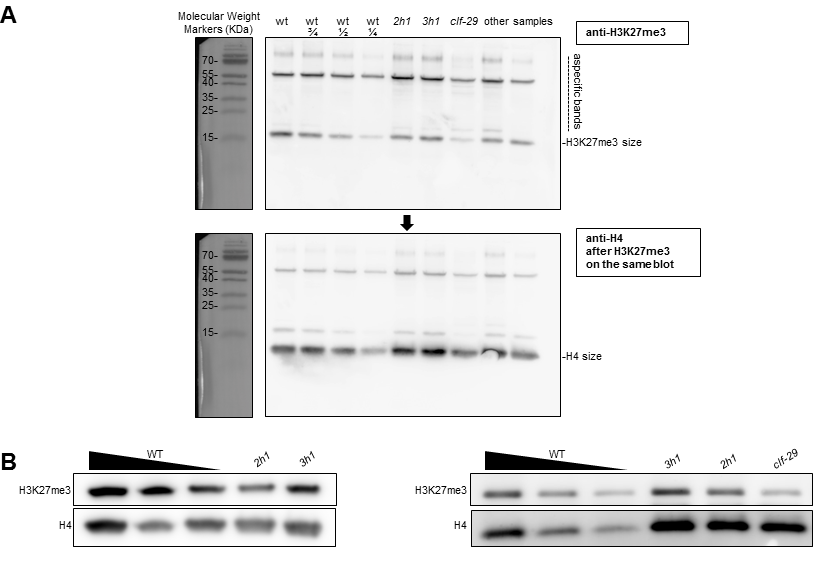

Figure S15. Global levels of H3K27me3 are reduced in whole chromatin extracts from *3h1* seedlings compared to wild-type siblings.

**(A)** Original blots and ladder used in Figure 4G. The two blots have not been cropped and modified. The same membrane was first blotted with an anti-H3K27me3 antibody and then with an anti-H4 antibody for loading control, before quantification as detailed in the Methods. **(B)** Two other independent blots used for estimating H3K27me3 signals relative to H4 in the histogram of Figure 4G. As in (A), each membrane was first blotted with an anti-H3K27me3 antibody and then with an anti-H4 antibody for loading control.

# Figure S16

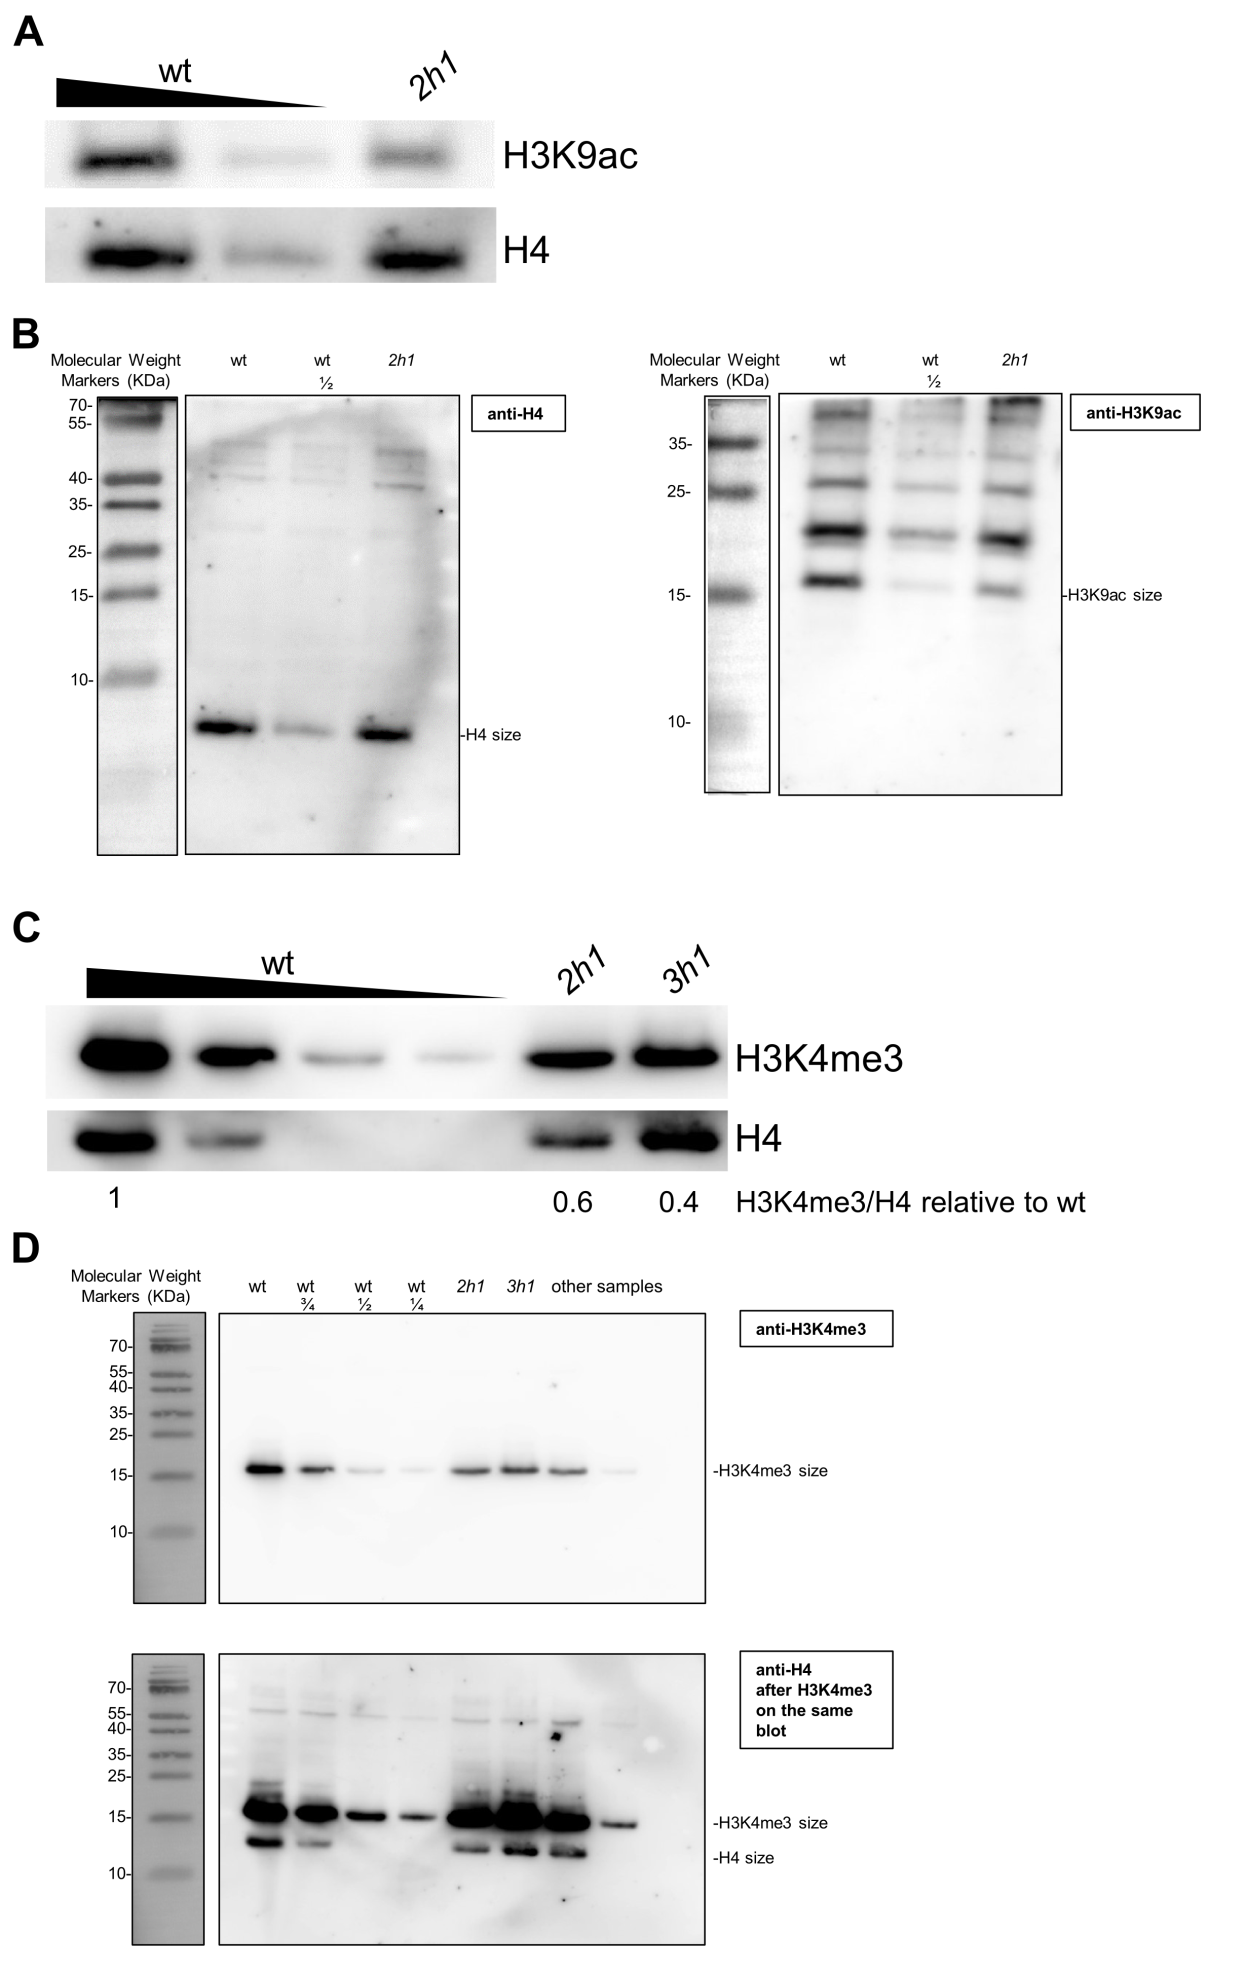

Figure S16. Confirmation of reduced of H3K9ac and H3K4me3 levels in H1-depleted tissues as seen in cytological quantifications by western blotting on whole chromatin extracts.

**(A-B)** Western Blot analysis of H3K9Ac levels in H1-depleted mutant tissue confirms the reduction seen in cytological quantification (Figure 3). Whole chromatin extracts were prepared as detailed in the Methods, blotted on a single membrane and immunostained separately with anti-H3K9ac (Millipore #06-942) and anti-H4 (Millipore #05-858) used as loading control. Two dilutions of wild-type samples were loaded (first and second lanes); the amount of the *2h1* sample (third lane, double *h1.1h1.2* mutant) was adjusted to the wild-type sample (first lane). A, cropped blots for comparison, B uncropped blots. **(C-D)** Western Blot analysis of H3K4me3 levels in H1-depleted mutant tissue confirms the reduction seen in cytological quantification (Figure 4). The membrane was first blotted with an anti-H3K4me3 antibody (Millipore #07-745R) and then with an anti-H4 antibody (Millipore #05-858) for loading control. Dilution series of wild-type samples was used for adjusting the loading of mutant samples (from *2h1* and *3h1* tissues). C, cropped blots for comparison, D uncropped blots.

# Figure S17

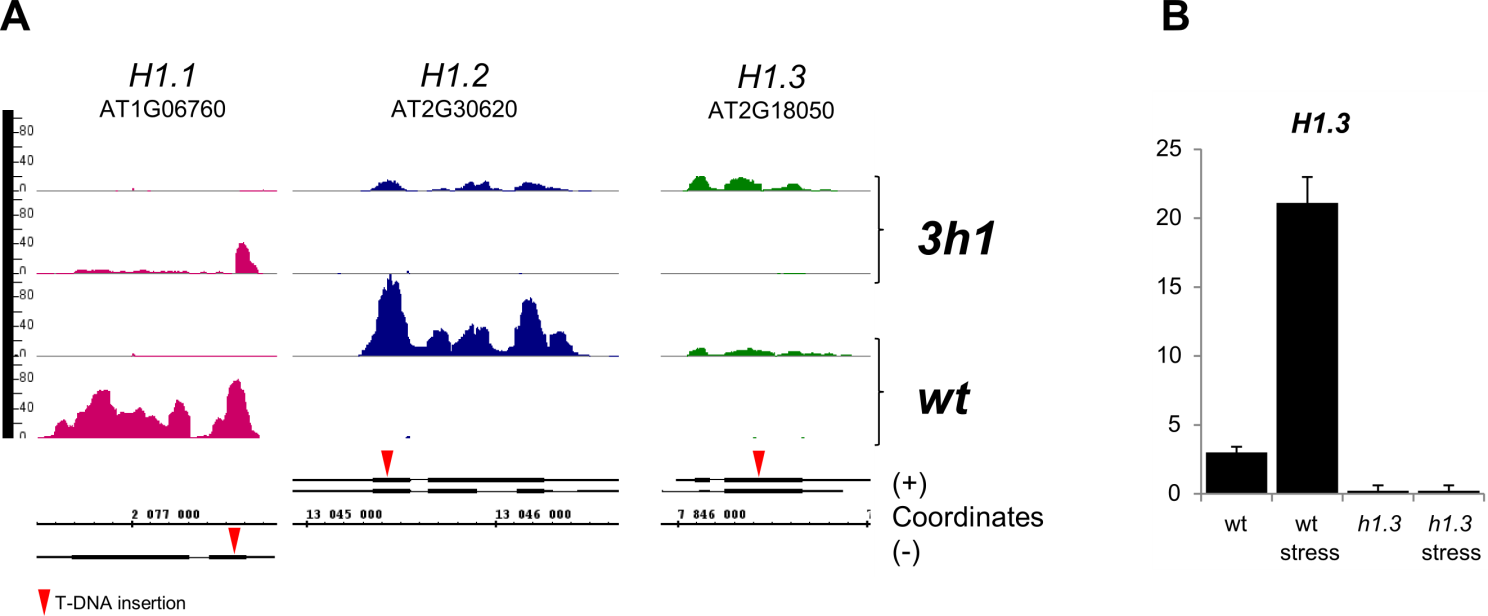

Figure S17. Characterization of *3h1* mutant.

**(A)** Local snapshots of the RNA-seq read distribution for H1 variants in wt and *3h1* mutant. 

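The counts of the mutated genes were examined in every library. *H1.1* (AT1G06760) lies on chromosome 1 of TAIR10.1 from 2076504 to 2077767 on the minus strand. It had 416, 414 and 349 counts in wt replicates 1, 2 and 3 and 84, 104 and 120 counts in the *3h1* replicates. This corresponds to 80.8 ± 19.45 CPM in wt and 16.6 ± 3.63 CPM in *3h1* (SD, n = 3 each), 20.6% of the wt level, and a log2 fold change of -2.28 (standard error 0.21, adjusted p value 0.00163, edgeR's quasi-likelihood test). *H1.2* (AT2G30620) lies on chromosome 2 from 13044931 to 13046682 on the plus strand, and had 420, 350 and 420 counts in wt and 86, 76 and 87.9 counts in *3h1*. Its level was 80.5 ± 10.02 CPM in wt and 13.4 ± 0.715 CPM in *3h1* (SD, n = 3 each), 16.6% of the wt level, with a log2 fold change of -2.58 (standard error 0.15, adjusted p value 4.05e-05, edgeR). For both genes every wt library was above every *3h1* library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.43 and -2.08 for *H1.1* and between -2.69 and -2.54 for *H1.2*. With the replicate number as a block, the adjusted p values were 0.00533 and 0.00226 (edgeR). The deviations of same-numbered libraries from their group means had a mean correlation of -0.102. *H1.1* overlaps the protein-coding gene AT1G06750 and the non-coding RNA gene AT1G04503, and *H1.2* overlaps AT2G30630. The paper's text does not state whether counting used the strand, so reads of these neighbours cannot be excluded. *H1.3*, on chromosome 2 from 7845923 to 7847031, was not analysed here.

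**Figure D3:**
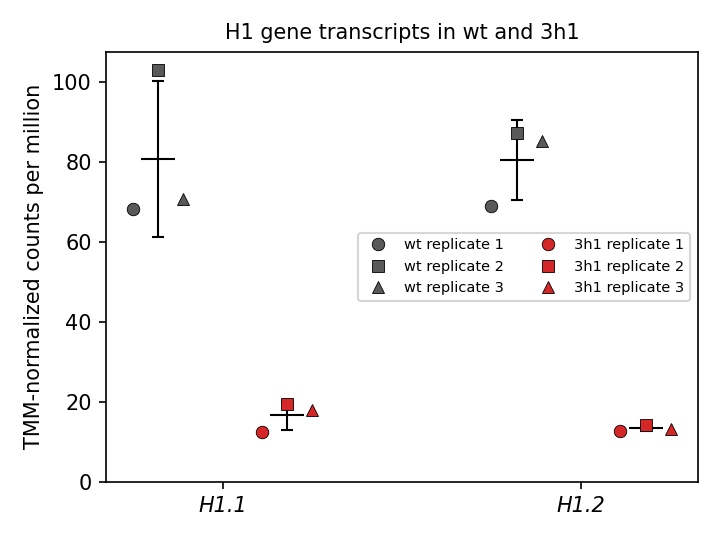
TMM-normalized counts scaled to library size (CPM) of *H1.1* and *H1.2* in each library (points; wt grey, *3h1* red), with the mean and SD of the 3 replicates (bars). All *3h1* libraries lie below all wt libraries, between 12.5 and 19.4 CPM for *H1.1* and between 12.8 and 14.2 CPM for *H1.2*.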

Red triangle represents the site of T-DNA insertion in mutant. **(B)** RT-qPCR analysis of *H1.3* expression in control condition and after stress treatment in 3 week old wt and *h1.3* mutant plants. Stress means 4 days of decreased light intensity to ~20 µM*m^-2^*s^-1^ . RT-qPCR measurements were performed for three biological replicates and three technical replicates for each biological replicate and were normalized against the expression of Ubiquitin C (*UBC)*. Primers, detailed growth conditions, RNA isolation procedure and cDNA synthesis applied for this analysis were the same as described previously (Rutowicz, Puzio et al. 2015). The plotted values are means. *Error bar: SD*.

# References

Ingouff, M., B. Selles, C. Michaud, T. M. Vu, F. Berger, A. J. Schorn, D. Autran, M. Van Durme, M. K. Nowack, R. A. Martienssen and D. Grimanelli (2017). "Live-cell analysis of DNA methylation during sexual reproduction in Arabidopsis reveals context and sex-specific dynamics controlled by noncanonical RdDM." Genes Dev **31**(1): 72-83.

Liu, N., M. Fromm and Z. Avramova (2014). "H3K27me3 and H3K4me3 chromatin environment at super-induced dehydration stress memory genes of Arabidopsis thaliana." Mol Plant **7**(3): 502-513.

Munoz-Viana, R., T. Wildhaber, M. S. Trejo-Arellano, I. Mozgova and L. Hennig (2017). "Arabidopsis Chromatin Assembly Factor 1 is required for occupancy and position of a subset of nucleosomes." Plant J **92**(3): 363-374.

Rutowicz, K., M. Puzio, J. Halibart-Puzio, M. Lirski, M. Kotlinski, M. A. Kroten, L. Knizewski, B. Lange, A. Muszewska, K. Sniegowska-Swierk, J. Koscielniak, R. Iwanicka-Nowicka, K. Buza, F. Janowiak, K. Zmuda, I. Joesaar, K. Laskowska-Kaszub, A. Fogtman, H. Kollist, P. Zielenkiewicz, J. Tiuryn, P. Siedlecki, S. Swiezewski, K. Ginalski, M. Koblowska, R. Archacki, B. Wilczynski, M. Rapacz and A. Jerzmanowski (2015). "A Specialized Histone H1 Variant Is Required for Adaptive Responses to Complex Abiotic Stress and Related DNA Methylation in Arabidopsis." Plant Physiol **169**(3): 2080-2101.

Sequeira-Mendes, J., I. Araguez, R. Peiro, R. Mendez-Giraldez, X. Zhang, S. E. Jacobsen, U. Bastolla and C. Gutierrez (2014). "The Functional Topography of the Arabidopsis Genome Is Organized in a Reduced Number of Linear Motifs of Chromatin States." Plant Cell **26**(6): 2351-2366.

# Supplementary material for: Linker histones are fine-scale chromatin architects modulating developmental decisions in Arabidopsis
**Source:** Genome Biol. 2019 Aug 7;20:157. doi: 10.1186/s13059-019-1767-3
**Supplement:** Supplementary file 2 — Table S1. Quantifications of chromatin cytology corresponding to Figs. 2, 3 and 4.

**Additional file 2- Supplemental Table S1**

**Quantifications of chromatin cytology corresponding to Figure 2 and 3**

1. Measurements of the RHF (relative heterochromatin fraction), chromocenters (CC) and nuclear area following DAPI staining on spread nuclei (leaf, flow sorted 2C) as described in Methods. *n,* number of nuclei; *sem*, standard error to mean

|  | **wt** | | | ***3h1*** | | | ***t-test*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | mean | ± s.e.m | (n) | mean | ±sem | (n) | P-value |
| **RHF** | 14.4% | ±0.33 | (n=185) | 4.5% | ±0.17 | (n=202) | 1.3E-92 |
| **Chromocenters** | 4.96 | ±0.15 | (n=185) | 2.17 | ±0.08 | (n=202) | 7.6E-49 |
| **Nuclear area** | 27.07 | ±0.57 | (n=113) | 31.95 | ±0.76 | (n=141) | 8.0E-07 |

1. Quantification of immunosignals for the histone modifications indicated normalized to DNA intensity (propidium iodide staining). Immunostaining and PI counterstaining as described in Methods on spread nuclei (leaf, flow sorted, 2C). . *n,* number of nuclei; *sem*, standard error to mean

b1) Antibody signal/ DNA signal ratios

|  | **wt** | | | ***3h1*** | | | ***t-test*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | mean | ± s.e.m | (n) | mean | ±sem | (n) | P-value |
| **H3K27me1** | 2.0 | ±0.09 | (n=33) | 2.2 | ±0.16 | (n=30) | 0.25 |
| **H3K27me3** | 2.5 | ±0.19 | (n=29) | 0.3 | ±0.04 | (n=28) | 2.8E-16 |
| **H3K4me3** | 1.9 | ±0.12 | (n=31) | 1.0 | ±0.07 | (n=32) | 8.7E-09 |
| **H3K9Ac** | 3.9 | ±0.32 | (n=35) | 2.5 | ±0.16 | (n=32) | 5.3E-04 |

b2) Antibody signal/ DNA signal *normalized* ratios respective to wild-type levels

|  | **wt** | | | ***3h1*** | | | ***t-test*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | mean | ± s.e.m | (n) | mean | ±sem | (n) | P-value |
| **H3K27me1** | 1.0 | ±0.04 | (n=33) | 1.1 | ±0.07 | (n=30) | 0.25 |
| **H3K27me3** | 1.0 | ±0.08 | (n=29) | 0.1 | ±0.02 | (n=28) | 2.8E-16 |
| **H3K4me3** | 1.0 | ±0.12 | (n=31) | 0.5 | ±0.08 | (n=32) | 1.5E-18 |
| **H3K9Ac** | 1.0 | ±0.13 | (n=35) | 0.7 | ±0.06 | (n=32) | 2.1E-21 |

How the deposited data were processed for this re-analysis (not part of the article)

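RNA-seq of wild-type (wt) and *3h1* seedlings was examined, with 3 biological replicates of each genotype. The authors depleted total RNA from 3-week-old seedlings of ribosomal RNA, sequenced it on an Ion Proton instrument, removed residual ribosomal and spike-in reads, aligned the reads to TAIR10 and quantified them per ARAPORT11 gene in Partek Flow. The deposited table holds expected counts per gene before normalization, in which the authors' expectation-maximization step divided multi-mapping reads between loci, so that many values are not whole numbers. The authors also deposited a table of their gene-specific analysis, for which they normalized the counts by TMM and then by upper quartile. Its ratios, p values and FDR are used only where the text names that table. Whether counting used the strand is not stated in the paper's text.

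Samples were grouped by genotype and numbered by replicate as labelled by the submitters, and every sample column of the count table was used. The replicate numbers are shared between the genotypes in these labels and in Figure S10, and neither states that same-numbered samples were grown or sequenced together. Expected counts were rounded to whole numbers, genes were filtered with filterByExpr, libraries were normalized by TMM, and *3h1* was compared with wt using the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the 17453 genes tested. Counts of misregulated genes use the unadjusted p value and fold change thresholds that the paper states, of p under 0.05 and a fold change over 2, p of at most 0.05 and a fold change of at least 1.5, and p of at most 0.01 and a fold change of at least 1.5. Gene sets were tested with camera of limma 3.58.1, with its preset correlation between genes, and with Fisher's exact test. DESeq2 1.42.0 and limma voom were run as alternatives. The procedure was tested on simulated counts with known changes in 185 of 16815 tested genes, of which 90.8% were recovered at an adjusted p value under 0.05, with 2.3% of the calls false. All simulated changes were larger than a fold change of 2. The spread of each gene was the average at its expression level, without differences in quality between libraries. The share recovered therefore does not apply to smaller changes or to the real libraries.

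RPKM was computed from the expected counts, the exon length of each gene in the TAIR10.1 annotation and the total count of the library. Of the 26764 gene identifiers, 26511 matched the annotation by locus tag, while the 125 chloroplast and 128 mitochondrial identifiers did not and have no length. Coordinates and names are those of TAIR10.1. It does not mark transposable element genes, so the planned count of these genes is not given. Annotated pseudogenes are described in their place, a class that may largely hold transposable element genes. Correlations, quintiles and medians of gene classes were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

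The genes named in the text follow a rule set before the values were seen. They are the H1 genes, any gene the paper names as changed in these data, 8 PRC2 subunit genes, the 3 photosynthesis genes with the smallest p values, and for each direction the 5 genes with the largest change among those with an adjusted p value under 0.05 that changed in the same direction in all 9 pairs of a *3h1* and a wt library and had a mean of at least 10 counts in the higher group, filled where needed by p value from genes with p under 0.05 and a fold change over 2. A fold change against libraries that all hold at most 3 counts is given as a lower bound computed against 3 counts.

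The total count per library was between 4753812 and 6174881, and the median count of a tested gene was between 29 and 51. With 3 libraries against 3, an exact two-sided permutation test cannot give a p value under 0.1. Confidence intervals cover counting error only. The alternatives tried were other normalizations, tests and count filters, counts without rounding, a replicate block, removal of organelle genes, each library left out in turn, and for descriptive values other pseudocounts, classes and units. Element-level expression of transposable elements, MNase-seq, and genes on which the tables used here hold no value were not analysed here.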

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

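The alternatives below were set before the data were examined, except the subtraction of a uniform background, the smaller photosynthesis list and RPKM without log, which were chosen after seeing the data. A planned set of alternatives for normalized values was not run, because the table holds expected counts. The number of PRC2 subunit genes with an adjusted p value under 0.05 was 0 under every alternative run, with smallest unadjusted p values between 0.0432 and 0.24, which were under 0.05 only without wt replicate 2 (0.0454) and without *3h1* replicate 3 (0.0432). *H1.1* and *H1.2* had an adjusted p value under 0.05 and a lower level in *3h1* under every alternative run, with log2 fold changes from -2.43 to -2.08 and from -2.69 to -2.54 and adjusted p values of at most 0.0132 and 0.00226. The photosynthesis list was lower in *3h1* with camera p values of at most 4.06e-06 under every alternative for which camera was run, with medians from -0.28 to -0.13. Camera was not run for the DESeq2 Wald test. In each alternative run, more genes were upregulated than downregulated at p under 0.05 and a fold change over 2.

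The counts of genes moved with the filter. With no filter on low counts, 12 genes had an adjusted p value under 0.05, 1157 genes were upregulated and 150 downregulated at p under 0.05 and a fold change over 2, 1461 were upregulated at p of at most 0.05 and 1.5-fold, 433 upregulated and 224 downregulated at p of at most 0.01 and 1.5-fold, and 287 annotated pseudogenes were upregulated. With at least 10 counts in every sample, the adjusted count was 3, with 125 upregulated and 45 downregulated genes at 2-fold, 464 upregulated genes at 1.5-fold, 180 at p of at most 0.01, and 18 upregulated pseudogenes. The DESeq2 Wald test gave 33 genes with an adjusted p value under 0.05. Limma voom gave 170 upregulated genes at p of at most 0.01 and 49 upregulated pseudogenes. After subtraction of a uniform background, 40 pseudogenes were upregulated. The causes were not tested.

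With the replicate block, 3 genes had an adjusted p value under 0.05 in place of 7, and the other counts stayed within 1.5 times those without the block, at 395 upregulated and 59 downregulated genes at 2-fold. The deviations of same-numbered libraries from their group means had a mean correlation of -0.102, so the shared numbers gave no sign of a pairing that would lower the spread.

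Across the 6 fits that each left out one library, the number of genes with an adjusted p value under 0.05 ranged from 3 to 96, upregulated genes at 2-fold from 271 to 1249, downregulated genes from 94 to 133, upregulated genes at p of at most 0.05 and 1.5-fold from 507 to 1633, upregulated genes at p of at most 0.01 from 135 to 716, downregulated genes at p of at most 0.01 from 93 to 228, and upregulated pseudogenes from 33 to 315. The highest of these upward counts were obtained without *3h1* replicate 2. The odds ratio of photosynthesis genes among downregulated genes ranged from 0.701 to 1.99, with no p value under 0.272. It fell below 1 also with no filter on low counts (0.868) and after background subtraction (0.956). It was highest with the smaller photosynthesis list, at 2.21 (Fisher's exact test, p = 0.369). With at least 10 counts in every sample it was 1.60 and with limma voom 1.55. The values without wt replicate 2 (1.99) and without *3h1* replicate 3 (1.456) rest on 2 photosynthesis genes, and each of the others on 1. Median wt expression ranged from 0.887 to 2.23 RPKM for upregulated, from 3.21 to 3.56 RPKM for other and from 12.8 to 20.3 RPKM for downregulated genes.

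Median wt expression was 0.777 RPKM for upregulated and 5.11 RPKM for downregulated genes with classes at p under 0.05 and 2-fold, 0.726 RPKM for upregulated and 1.84 RPKM for other genes with no filter, and 2.16 RPKM for upregulated and 10.3 RPKM for downregulated genes as the mean over all 6 libraries. The order of the 3 classes in wt was kept in each. In *3h1* it was not. With classes at 2-fold the downregulated genes were lowest, at 2.08 RPKM against 2.26 RPKM for upregulated genes. In *3h1* replicate 2 alone they were not, at 2.09 against 1.65 RPKM. The upregulated genes were above the other genes with no filter, at 2.52 RPKM against 2.33 RPKM. With wt replicate 2 left out the upregulated genes were above too, at 4.06 against 3.88 RPKM. So they were without *3h1* replicate 1 (4.57 against 4.13 RPKM) and without *3h1* replicate 3 (5.19 against 4.19 RPKM). The causes were not tested. The mean correlation over pairs of wt libraries, pairs of a wt and a *3h1* library and pairs of *3h1* libraries was 0.9235, 0.916 and 0.920 with a pseudocount of 0.1, 0.977, 0.973 and 0.9745 over genes with at least 10 counts in every sample, and 0.362, 0.3935 and 0.4555 over genes above 0 without a pseudocount, where 255 genes with a count under 0.01 in a library lower it. For pairs of *3h1* libraries it was 0.974 on RPKM without log. With genes of at most 1 count treated as not expressed, 706 genes in wt and 78 in *3h1* were in the separate group, and with CPM in place of RPKM 77.9% of genes kept their quintile.

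Among the single genes other than H1 genes, 236 values were computed under the alternatives, of which 194 kept their direction and their side of the threshold, 25 no longer passed it, 8 newly passed it and 9 changed direction. The changes of direction concern genes with differences near 0. *VRN2* had a log2 fold change of -0.011 with limma voom, -0.033 with no filter and -0.0010 after background subtraction, and from -0.14 to 0.11 across the fits that each left out one library. Across the same fits, *SWN* ranged from -0.063 to 0.18 and *MSI1* from -0.10 to 0.40. The causes were not tested.

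In simulated libraries of the same depth in which no gene changed, 0 of 16839 tested genes had an adjusted p value under 0.05, but 67 were upregulated and 80 downregulated at p under 0.05 and a fold change over 2. At this depth, counts at these unadjusted thresholds therefore include genes that pass by chance. The 80 downregulated genes were no fewer than the 76 found in the real data, whereas the 67 upregulated genes compare with 459. A second simulation without change, described below, gave 38 downregulated genes, so this number varied between simulations. Both took the spread of each gene from the average at its expression level, so genes more variable than that were not simulated.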

Differences from the paper's values

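At p under 0.05 and a fold change over 2, 76 genes were downregulated in edgeR's quasi-likelihood test, against the paper's 43. Of the alternatives set before the data were examined, limma voom (57 genes), at least 10 counts in every sample (45 genes) and the replicate block (59 genes) came within 1.5 times the paper's value, and the others did not. At p of at most 0.01 and a fold change of at least 1.5, 124 genes were downregulated, against the paper's 43 in Figure S12. None of the alternatives set before the data were examined closed this gap, the lowest count being 92. In the second sheet of the paper's Table S4, the 43 genes with a ratio under 1 have p values of at most 0.00966, while the 650 genes with a ratio over 1 have p values of up to 0.0499. In the authors' deposited table, 98 genes are lower at p under 0.05 and a fold change over 2. At p of at most 0.01, 43 genes are lower and 233 higher at 2-fold, and 155 lower and 339 higher at 1.5-fold. The numbers of genes in Figure S12, 43 and 231, are thus closer to those at 2-fold than to those at its stated 1.5-fold. Medians of classes at p of at most 0.01 and 2-fold were not computed here.

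The correlations between libraries on log2(RPKM + 1) differed from those of Figure S10B by more than the spread between pairs for 10 of the 15 pairs. They were 0.949 against the paper's 0.982557 for *3h1* R2 and *3h1* R3, 0.962 against the paper's 0.89707 for wt R1 and wt R2, 0.960 against the paper's 0.944673 for wt R2 and wt R3, 0.960 against the paper's 0.892405 for *3h1* R1 and wt R1, 0.963 against the paper's 0.984199 for *3h1* R1 and wt R2, 0.957 against the paper's 0.948114 for *3h1* R1 and wt R3, 0.971 against the paper's 0.951397 for *3h1* R2 and wt R1, 0.966 against the paper's 0.98008 for *3h1* R2 and wt R3, 0.951 against the paper's 0.933707 for *3h1* R3 and wt R1 and 0.959 against the paper's 0.987749 for *3h1* R3 and wt R2. Of the alternatives set before the data were examined, genes with at least 10 counts in every sample brought *3h1* R2 and wt R3 to 0.977, within the spread of the paper's value, and none closed the gap for the other pairs. RPKM without log, chosen after seeing the values, brought *3h1* R1 and wt R2 to 0.980.

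The median expression of the classes of Figure S12 was higher here in each class and genotype. In wt it was 1.19 RPKM for upregulated genes against about 0.25 in Figure S12, read by eye, 3.6 RPKM for other genes against about 0.8, and 11.8 RPKM for downregulated genes against about 1.8. In *3h1* it was 3.20 RPKM for upregulated genes against about 0.8 in Figure S12, read by eye, 4.23 RPKM for other genes against about 1.0, and 8.33 RPKM for downregulated genes against about 0.65. None of the alternatives set before the data were examined closed these gaps. The order of the classes in wt was that of Figure S12. In *3h1*, Figure S12 shows the lowest median for downregulated genes, whereas here it was the highest. Classes at p under 0.05 and a fold change over 2 were an alternative set before the data were examined. With them, the medians in *3h1* were 2.08 RPKM for downregulated, 2.26 RPKM for upregulated and 4.3 RPKM for other genes, in the order of Figure S12. In *3h1* replicate 2 the upregulated genes were lowest, at 1.65 against 2.09 RPKM, so this order did not hold in every library.

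The paper reports a role in light-related metabolism among downregulated genes. Of the 76 genes downregulated here, 1 was in the photosynthesis list used here (odds ratio 1.16, Fisher's exact test, p = 0.582). At p of at most 0.01 and a fold change of at least 1.5, a list examined after seeing the values, 11 of 124 downregulated genes were in it (odds ratio 8.87, Fisher's exact test, p = 1.77e-07). The photosynthesis list was defined by words in gene descriptions and is not the set of GO terms the paper used.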

Other observations

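All tests in this part were chosen only after the result they bear on had been seen.

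The *3h1* libraries differed from each other among weakly expressed genes. Nuclear genes were ranked by their mean over all 6 libraries and divided into 10 groups of equal size. In the lowest group, the median level per kb of exon, scaled to nuclear depth, was 0.329, 0.244 and 0.230 in wt replicates 1, 2 and 3, and 0.683, 0.248 and 0.983 in *3h1* replicates 1, 2 and 3. *3h1* replicate 2 thus lay within the range of the wt libraries, although *H1.1* and *H1.2* were reduced in it as well, to 19.4 and 14.2 CPM. A candidate explanation is a small number of reads spread evenly over genes in *3h1* replicates 1 and 3. If so, the excess over wt per kb should change little with expression. In *3h1* replicate 3 the median excess in the fifth group was 1.59 times that in the lowest group, while the wt level rose 13.3-fold between these groups, and in replicate 1 the excess was 1.23 times. The excess was highest in the third group, at 1.21 in replicate 3 and 0.587 in replicate 1. From the sixth to the highest group it was 0.733, 0.57, 0.171, -0.614 and -4.93 in replicate 3, and in replicate 1 it fell from 0.234 to -1.36. The excess was thus not even across all groups, and these values do not settle whether reads were spread evenly. Genes called upregulated without *3h1* replicate 2 numbered 1249, and their median log2 difference from wt in replicate 2 was 0.16, whereas genes called without replicate 1 or 3 had a median of 0.93 or 1.05 in the library left out. The value of 0.16 is what an excess in replicates 1 and 3 would give, but it would also be obtained if replicate 2 responded less for another reason. Whether such reads come from DNA or from weak transcription in these plants cannot be told apart here, since counts outside genes were not analysed here.

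Whether such an excess accounts for the larger number of upregulated genes could not be decided. After subtraction from each library of a uniform background at the level of the lowest group, 341 genes were upregulated and 87 downregulated, and 320 of the 341 were among the 459 upregulated genes without subtraction. In libraries simulated without any change, adding the measured background gave 77 upregulated and 16 downregulated genes among 17199 tested, against 44 and 38 among 16176 without it and 44 and 52 among 16052 after subtraction. The excess was larger from the second to the fifth group than in the lowest, from 1.02 to 1.21 against 0.642 in replicate 3, so the subtraction and the simulation do not cover it in full. An unequal depth does not fully account for the larger number of upregulated genes. With nuclear counts thinned to that of the smallest library, 338 genes were upregulated and 68 downregulated, and 268 of the 338 were among the 459. Without chloroplast and mitochondrial genes, where chloroplast genes hold from 52.2 to 60.0% of the counts, 422 genes were upregulated and 77 downregulated, so that chloroplast genes taking most of the counts do not fully explain the direction.

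Annotated pseudogenes also differed between *3h1* replicates, being raised in replicates 1 and 3 and not in replicate 2. They were 78 of 459 upregulated genes (17.0%) before and 40 of 341 (11.7%) after subtraction. Their share among tested genes fell as well, from 3.24 to 2.37%, so that they were 5.25 times as frequent among upregulated as among tested genes before and 4.94 times after. The subtraction used the level of the lowest group, and a larger background, from which the rise of pseudogenes cannot be told apart, was not tested. Reads shared between copies were not tested as an explanation. The share of genes with a fractional count was also highest in *3h1* replicates 1 and 3, at 37.15 and 46.56%, against at most 27.15% in the other libraries.

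The weak expression of upregulated genes in wt was not fully produced by choosing the classes on the same wt libraries. This was measured in a wt library left out of the calls. With classes at p under 0.05 and 2-fold, the median of upregulated genes there was at most 32.0% of that of the other genes. The higher median of downregulated genes at these thresholds was not found in the library left out. At p of at most 0.01 and 1.5-fold it was found in each. The downregulated genes there had 11.0, 8.37 and 9.26 RPKM in wt replicates 1, 2 and 3. The other genes had 3.77, 2.98 and 3.11 RPKM, and the upregulated genes 1.71, 1.76 and 1.53 RPKM. A wt library left out tests only the choice of classes on wt. It cannot test whether the excess on weakly expressed genes in *3h1* replicates 1 and 3 placed such genes among the upregulated ones.

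The photosynthesis list was compared with 10000 random lists of the same size matched on mean expression. The number of random lists with a median log2 fold change as low was 0, the lowest median among them being -0.15 and their own median -0.080, against -0.19 for the photosynthesis list, so a shift shared by genes of the same expression level does not fully account for it. The list's genes are not independent of each other, so this describes these libraries only. After background subtraction the median of the 198 genes of the list then tested was -0.16. The limma camera test across genes gave a p value of 6.03e-07 for them, and p values from 3.73e-14 to 4.06e-06 over the alternatives for which it was run. The subtraction used the level of the lowest group, and a larger background was not tested. Gene length and GC content were not tested. A lower level of nuclear photosynthesis transcripts in *3h1* remains as a hypothesis. The real grouping gave the smallest camera p value of the 10 splits of the libraries (limma camera, 4.98e-10, the next being 2.06e-06), but 6 libraries are too few for such a count to decide.

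The 6 libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs as the real split does, while each of the other 6 parts 1 pair. No share under 0.1 is possible over the 10 splits, so this count cannot decide for or against any of the results. Among the 4 splits, the real one included, 2 gave as many genes with an adjusted p value under 0.05, 2 as many misregulated genes at p under 0.05 and 2-fold, 2 as many genes in the larger direction, 2 as many in the larger direction at 1.5-fold, 2 at p of at most 0.01, and 2 as many pseudogenes. For genes in the smaller direction, at 2-fold and at p of at most 0.01, and for the camera p value of the photosynthesis list, 1 of the 4 splits, the real one, gave a result as large. All 4 splits gave 0 PRC2 subunit genes with an adjusted p value under 0.05, and in the real split the smallest unadjusted p value among them was 0.0964 (edgeR). The other split with large counts set wt replicates 1 and 3 and *3h1* replicate 2 against wt replicate 2 and *3h1* replicates 1 and 3. It gave 151 genes with an adjusted p value under 0.05 and 736 misregulated genes, against 7 and 535 for the real split. Its second group holds both libraries with the highest level among the most weakly expressed genes. Over all 10 splits, 3 gave as many genes in the larger direction at 2-fold as the real one, and 3 as many pseudogenes. The number was 2 for genes with an adjusted p value under 0.05, for misregulated genes at 2-fold and for genes in the larger direction at p of at most 0.05 and of at most 0.01 with 1.5-fold. It was 1, the real split, for genes in the smaller direction at 2-fold and at p of at most 0.01 and for the camera p value of the photosynthesis list. It was 10 for PRC2 subunit genes, of which every split gave 0 with an adjusted p value under 0.05.

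Few genes of a stretch of chromosome 2 are listed in the count table used here. From 1 to 10 Mb of TAIR10.1, 110 of 1451 protein-coding genes (7.58%) are listed, against 86.0% elsewhere, and *H1.3* lies in this stretch. The paper describes residual L*er* sequence near *H1.3* and the removal of overlapping reads for MNase-seq. If residual L*er* sequence reached beyond the stretch, misregulated genes could be more frequent beside it. Within 1 Mb of its edges 5 of 259 tested genes were misregulated (1.93%), against 3.08% of the other genes (Fisher's exact test, two-sided, p = 0.364), which gives no sign of such an effect. No biological explanation was tested.

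Counts on *H1.1* and *H1.2* did not reach 0 in *3h1*, where 20.6% and 16.6% of the wt level remained. The count table gives 1 value per gene, so the position of these reads relative to the insertions was not analysed here.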
